# Asynchrony of ovule primordia initiation in *Arabidopsis*

**DOI:** 10.1242/dev.196618

**Published:** 2020-12-23

**Authors:** Shi-Xia Yu, Lv-Wen Zhou, Li-Qin Hu, Yu-Tong Jiang, Yan-Jie Zhang, Shi-Liang Feng, Yuling Jiao, Lin Xu, Wen-Hui Lin

**Keywords:** Ovule initiation, Asynchrony, Auxin, Brassinosteroid

## Abstract

Plant ovule initiation determines the maximum of ovule number and has a great impact on the seed number per fruit. The detailed processes of ovule initiation have not been accurately described, although two connected processes, gynoecium and ovule development, have been investigated. Here, we report that ovules initiate asynchronously. The first group of ovule primordia grows out, the placenta elongates, the boundaries of existing ovules enlarge and a new group of primordia initiates from the boundaries. The expression pattern of different marker genes during ovule development illustrates that this asynchronicity continues throughout whole ovule development. PIN-FORMED1 polar distribution and auxin response maxima correlate with ovule primordia asynchronous initiation. We have established computational modeling to show how auxin dynamics influence ovule primordia initiation. Brassinosteroid signaling positively regulates ovule number by promoting placentae size and ovule primordia initiation through strengthening auxin response. Transcriptomic analysis demonstrates numerous known regulators of ovule development and hormone signaling, and many new genes are identified that are involved in ovule development. Taken together, our results illustrate that the ovule primordia initiate asynchronously and the hormone signals are involved in the asynchrony.

## Abstract (precis)

**Summary:** Ovule primordia initiation, which determines the maximum ovule number and subsequent seed number in *Arabidopsis*, is asynchronous and is regulated by PIN1 polar distribution and the auxin response.

## INTRODUCTION

The formation of lateral organ primordia is a significant event in the growth and development of plants and animals. Plants initiate lateral organ primordia continuously and at regular positions from the growing tip; these processes are strictly regulated by plant hormones and other key regulators. Plant lateral organ primordia include the primordia of lateral root, leaf, and flower (Steeves and Sussex, 1989; Benková et al., 2003; Heisler et al., 2005), and ovule primordia initiation could be considered as another lateral organ initiation event (Cucinotta et al., 2014). It determines the maximum ovule number and also directly affects seed number per fruit and seed yield, as the ovule is the precursor of seed. In *Arabidopsis*, ovule primordia protrude from placentae: the tissue that develops from the carpel margin meristem in the gynoecium during flower development. Flower organ development is regulated by ABCDE genes, which specify four whorls of flower organs and ovules (Goto et al., 2001; Theißen, 2001; Pinyopich et al., 2003). The innermost whorl, i.e. the female reproductive organs, consists of two fused carpels that develop into four placentae (Bowman et al., 1991).

Previous studies have divided floral developmental process into 20 stages; ovule development mainly occurs during stages 9-12 (Smyth et al., 1990; Bowman et al., 1991; Robinson-Beers et al., 1992; Cucinotta et al., 2014). Ovules initiate in stage 9, megaspore mother cells (MMCs) identify at stage 10, megasporogenesis and integument initiation happen at stage 11, and the embryo sac develops at stage 12 (Bowman et al., 1991; Robinson-Beers et al., 1992). In addition, ovule development is further divided into four steps in more detail: early ovule development, megasporogenesis, megagametogenesis and post-fertilization development. Ovules protrude at ovule developmental stage 1-I, as described for the corresponding flower developmental stage 8 (Schneitz et al., 1995). However, many studies have reported that the ovule protrudes mainly at floral stage 9 (Bowman et al., 1991; Robinson-Beers et al., 1992; Cucinotta et al., 2014). So far, there are relatively few descriptions of early ovule development, including ovule identity and initiation, due to the intractable materials, limited technologies and narrow developmental phase.

Some genes have been reported to regulate ovule identity, and to influence ovule initiation and development, and thus ovule number and seed number per silique. These genes include those encoding multiple MADS-box transcription factors and other regulators, such as AGAMOUS (AG), SEEDSTICK (STK), SHATTERPROOF1 (SHP1), SHP2 and SEPALLATA (SEP) (Bowman et al., 1989; Honma and Goto, 1996; Theißen et al., 1996; Favaro et al., 2003), and AINTEGUMENTA (ANT), BELL1 (BEL1), APETALA2 (AP2) and HUELLENLOS (HLL) (Modrusan et al., 1994; Reiser et al., 1995; Elliott et al., 1996; Schneitz et al., 1998; Brambilla et al., 2007). Multiple hormones are also involved in ovule development and regulate ovule number through influencing gynoecium development, carpel fusion and CMM formation, processes that affect placenta development and ovule identity (Colombo et al., 2008; Reyes-Olalde et al., 2013; Marsch-Martínez and de Folter, 2016; Zúñiga-Mayo et al., 2019), including auxin, brassinosteroid (BR), cytokinin (CK) and gibberellin (GA) (Cucinotta et al., 2020). The weak mutant of the auxin efflux facilitator PIN-FORMED1 (PIN1), *pin1-5*, displays a reduction in ovule number (Bencivenga et al., 2012). BR-deficient or -insensitive mutants have decreased ovule number, and a BR signal enhanced mutant has enhanced ovule protraction and ovule number (Huang et al., 2013). The triple CK receptor mutant (*cre1-12 ahk2-2 ahk3-3*) has reduced ovule number, indicating that CK positively regulates ovule development and number (Higuchi et al., 2004; Bencivenga et al., 2012). The mutant of DELLA protein, a negative regulator of GA signaling, produces fruits with fewer seeds than those in wild type, indicating that loss of GA regulates ovule number (Gomez et al., 2018; Barro-Trastoy et al., 2020).

Auxin has been demonstrated to control primordia initiation in lateral root and shoot apical meristem (SAM) (Laskowski et al., 1995; Reinhardt et al., 2000). The combined action of differentially expressed and localized PIN1 proteins results in the formation of an auxin gradient, which mediates proper lateral root development (Casimiro et al., 2001; Benková et al., 2003). PIN1 polarity also causes changes in auxin levels to direct primordium development in the SAM (Heisler et al., 2005). In addition, the crosstalk between auxin and CK is essential for cell-type specification in the root, SAM and gynoecium. PIN1-GFP is expressed in the placenta and the epidermis cells of the ovule, and the DR5-GFP signal is visible after ovule protrusion (Galbiati et al., 2013). CUP-SHAPED COTYLEDON1 (CUC1) and CUC2 establish the boundaries of ovule primordia and control PIN1 expression in ovules (Galbiati et al., 2013; Gonçalves et al., 2015). Auxin triggers the expression of ANT and MONOPTEROS (MP), which are also required for ANT, CUC1 and CUC2 expression (Galbiati et al., 2013; Cucinotta et al., 2020). However, there is no detailed hypothesized model connecting PIN1 polarity, auxin maxima and whole ovule population initiation.

Overall, only a few studies focus on the earliest stage of ovule development. The detailed process of ovule primordia initiation remains unclear. Here, we report that ovules develop asynchronously in the same placenta, and ovule primordia initiate in different groups. Our results further show how PIN1 polarity and auxin gradient maxima in the placenta lead to the initiation of different groups of ovule primordia. We also establish a computational model describing the process of asynchronous ovule primordia initiation. BR signal promotes ovule number not only through increasing placenta length but also through stimulating ovule primordia initiation by strengthening auxin response. We also performed a microarray assay of the stage-specific gynoecium (removing the stigma and junction site of floral organs). Our comprehensive analysis revealed genes that functioned in ovule development. In conclusion, our results shed light on the detailed process of ovule primordia initiation and show how hormones integrate ovule primordia initiation and ovule development.

## RESULTS

### Ovule primordia initiate asynchronously on identical placentas

The protrusions, i.e. ovule primordia, are initiated by periclinal divisions of the subepidermal cells of the placenta at stage 9 (Bowman et al., 1991; Robinson-Beers et al., 1992). After a series of divisions, the ovule primordia differentiate and elongate along with the proximal-distal axis at stage 10 (Bowman et al., 1991; Robinson-Beers et al., 1992; Schneitz et al., 1995). Ovule development starts from stage 9, but the ovule shape differs between the beginning and end of stage 9, because stage 9 is relatively long. For easy observation and accurate description, we subdivided floral stage 9 into three substages: stages 9a, 9b and 9c, corresponding to the early, middle and late stage 9. If we consider the ovule primordium as a cylinder protruding from the placenta, there are at least three different shapes of ovule primordia at stage 9 based on the height and basal diameter of the cylinder. In the small/young ovule primordia (i.e. named O1 for convenience), the basal diameter of the ovule primordium is much larger than its height (Fig. S1A). In the middle age ovule primordia (O2), the basal diameter equals its height (Fig. S1B). In the large/old ovule primordia (O3), the basal diameter is much less than its height (Fig. S1C). O1, O2 and O3 ovule primordia are small-bump shaped, dome shaped and O3 finger shaped, respectively.

At stage 8, there are no protrusions on the placenta (Fig. 1A,F). At stage 9a, four to six ovule primordia initiate on each placenta, and all ovule primordia are small-bump shaped (O1) (Fig. 1B,G). At stage 9b, there are seven to nine ovule primordia on each placenta and old ovule primordia that initiated at stage 9a are dome shaped (O2), while the young ovule primordia are small-bump shaped (O1) (Fig. 1C,H). The number of ovule primordia peaks at ten to 14 at stage 9c, and the oldest batch of ovule primordia is finger shaped (O3), the younger batch is dome shaped (O2) and the youngest batch is small-bump shaped (O1) (Fig. 1D,I). At stage 10, all ovules are finger shaped (O3), and the number and shape of ovules at each placenta show only minor differences (Fig. 1E,J). The quantitative analysis demonstrated that ovule primordia were all in O1 condition at stage 9a, and the ratio of O1 reduced at stage 9b-9c, suggesting the ovule initiated at stage 9a, and grew to O2 or O3 when the new young ovule (O1 condition) protruded (Fig. 1K). Finally, all ovules grew to O2 and O3 conditions, and the young ovule primordia (O1) initiation stopped gradually, with O1 ovule absent by stage 10 (Fig. 1K). There are different ages and shapes of ovules in each placenta, which illustrates that ovule primordia initiation is asynchronous.

**Fig. 1.**
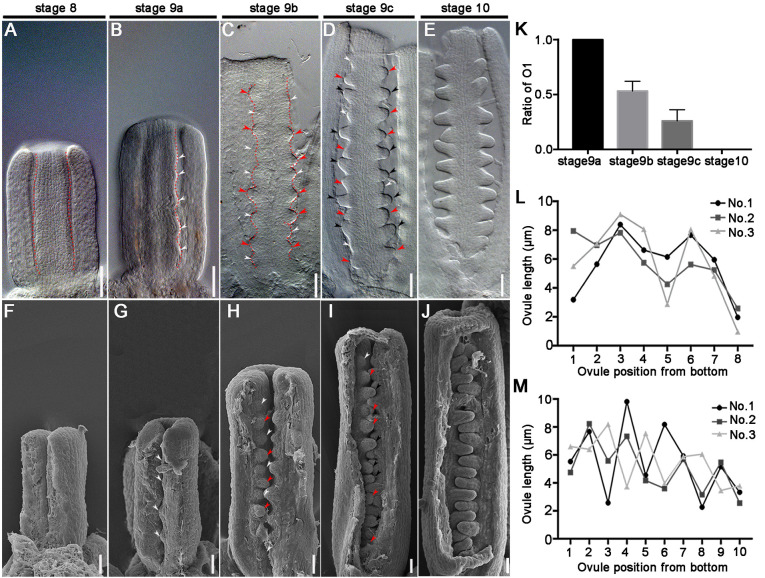
**Ovule primordia initiation process in *Arabidopsis* placentae.** (A-E) Differential interference contrast (DIC) images of *Arabidopsis* placentae at stages 8-10. Dotted lines highlight the placenta in A-C. (F-J) Scanning electron microscopy (SEM) images of *Arabidopsis* placentae at stages 8-10. (K) The ratio of young ovule primordia (O1) at stages 8a-10. The data are mean±s.d.; *n*>15 in every group (one-way ANOVA; *P*<0.0001). (L,M) The length of ovule protruding from the placenta at stage 9b (L) and stage 9c (M). Ovule orders are according to the position from the base: 1, 2 and 3 indicate different placentae. White arrowheads indicate the youngest batch of ovule primordia (O1) in B-D,G-I; red arrowheads indicate the older batch of ovule primordia (O2) in C,D,H,I; black arrowheads indicate the oldest batch of ovule primordia (O3) in D,I. Scale bars: 20 μm.

### Ovule primordia initiate in different groups

For determining the initiation order of different ovule primordia, we observed the protrusion process in many placentae. Photographic analyses showed that the larger and smaller (O2 and O1 or O3 and O2) ovules arranged alternately in the placenta (Fig. 1C,D,H,I,L,M; Fig. S1D-F). But there was not always one smaller ovule between every two larger ovules because there was sometimes insufficient space for new ovule primordia between each two larger ovules (Fig. 1L,M; Fig. S1D-F). Generally, each ovule primordium has a different size and shape from that of its neighbors.

Although the ovule primordia initiate from the placenta in groups, ovule primordia belonging to the same group do not appear identical in size and shape (Fig. 1B,G). We decided to observe the largest ovule primordium out of six ovule primordia in every placenta at stage 9a, as this must be the ovule that initiates first in the placenta (assuming all ovules grow at a similar speed) (Fig. S1D). Observing this first ovule primordium is difficult because it initiates over a very short period of time. For easy statistics, we divided the placenta into the upper, middle and lower parts. We found that 45.5% of first protrusions appeared in the lower part, about 47.6% in the middle part and about 6.9% in the top part (Fig. S1G). These results suggest that the first ovule primordia initiate mainly from the middle and lower parts of the placenta.

### CUC3, PIN1 and R2D2 signals indicate asynchronous initiation of ovule primordia

To confirm the asynchronous initiation of ovule primordia, we observed the expression of *ProCUC3::CFP* (Gonçalves et al., 2015) to show the boundaries between ovules and to indicate the number of ovule primordia forming at stage 9. When the ovule primordia forms at stage 9a, *ProCUC3::CFP* is expressed in the boundaries between each two ovule primordia; there are only a few boundaries formed, demonstrating that only four to seven ovules form at stage 9a (Fig. 2A,B). When more ovule primordia are formed at stage 9b, the clusters of *ProCUC3::CFP* signals are not evenly arranged, demonstrating that ovules are in different sizes (Fig. 2C,D).

**Fig. 2.**
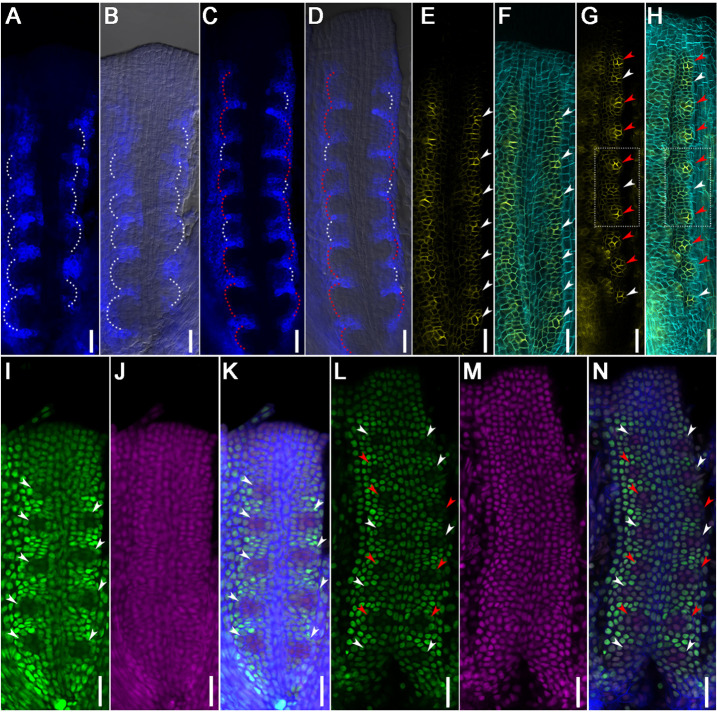
**The signals of different markers in the process of ovule primordia initiation.** (A-D) Distribution of *ProCUC3::CFP* in placentae at floral stage 9a (A,B) and stage 9b (C,D). (B,D) Images merged with the bright-field images. White dotted lines highlight the young batch of ovule primordia in A-D; red dotted lines highlight the old batch of ovule primordia (C,D). (E-H) Distribution of *ProPIN1::PIN1-GFP* in placentae at floral stage 9a (E,F) and stage 9b (G,H). (F,H) Images merged with calcofluor white (cyan) stained cell wall images. The dotted rectangles in G,H indicate one small ovule with low PIN1-GFP signal levels between two large ovules with high PIN1-GFP signal. (I-N) Distribution of *R2D2* in placentae at floral stage 9a (I-K) and stage 9b (L-N). (I,L) The distribution of *DII-n3×Venus*; (J,M) the distribution of *mDII-ntdTomato*; (K,N) images merged with calcofluor white (blue) stained cell wall images. (E-N) White arrowheads indicate the young batch of ovule primordia; red arrowheads indicate the old batch of ovule primordia. Scale bars: 20 μm.

It has been reported that PIN1 is expressed in ovule primordia (Benková et al., 2003; Galbiati et al., 2013). We observed the *ProPIN1::PIN1-GFP* signal during the ovule initiation process. At stage 9a, the PIN1-GFP signal clustered to the ovule protrusions and there were only a few signal clusters detected in the placenta (Fig. 2E,F). At stage 9b, there were different ranges and intensities of PIN1-GFP expression in different cell clusters (Fig. 2G,H), demonstrating that there are ovules of different sizes in the same placenta.

R2D2 combines with DII-n3×Venus and mDII-ntdTomato to show auxin gradients in which the absence of DII fluorescence marks auxin accumulation (Brunoud et al., 2012; Liao et al., 2015). We also observed the *R2D2* expression pattern. At stage 9a, there are four to seven regions on the placenta where no signal is detected, these regions represent the position of the ovule primordia (Fig. 2I-K). At stage 9b, there are more regions with no signal, and the signal intensity is not even, which means that more ovule primordia initiate and the ovules are not the same size (Fig. 2L-N).

Based on the *CUC3*, *PIN1* and *R2D2* expression regions, we demonstrate that there are only a few ovule primordia initiating at stage 9a and that other ovules initiate later. These data indicate that the ovule initiation is asynchronous in the same placenta.

### Ovule primordia develop asynchronously at subsequent stages

We examined the expression pattern of different markers to indicate the stage of ovules in the same placenta after ovule primorida initiation. *WUSCHEL* (*WUS*) mRNA is expressed in the ovule at stage 9-10 (Groß-Hardt et al., 2002). We used the *ProWUS::3xVENUS-N7* transgene to observe the ovule primordia formation (Zhang et al., 2017). *WUS* was not expressed before stage 9b (Fig. 3A,B), but was expressed from stage 9c, and its expression level increased with ovule primordia elongation (Fig. 3C-F). The intensity and distribution of *WUS* mRNA differs among ovules in the same placenta (Fig. 3G,H), suggesting that asynchronous development of ovules continues at stage 9c-10.

**Fig. 3.**
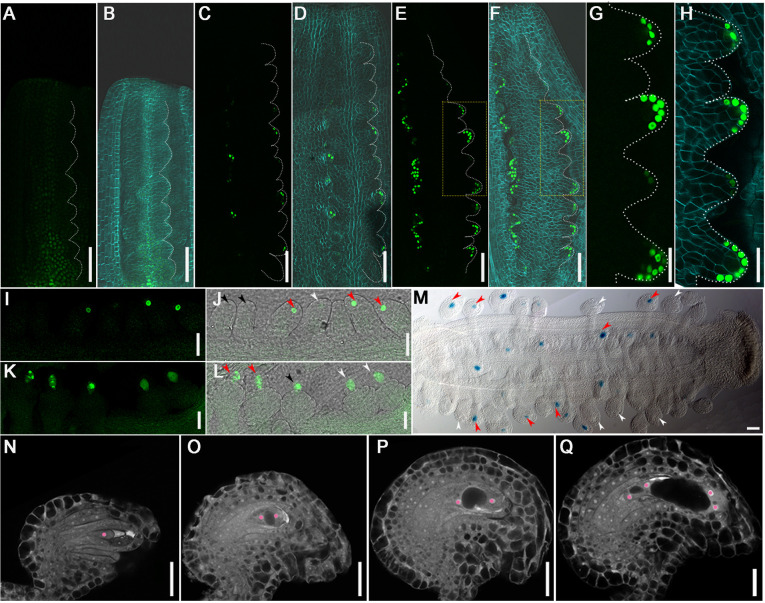
**Asynchronous ovule development during all stages in the same placentae.** (A-H) Expression pattern of *ProWUS::3×VENUS-N7* in placentae at stage 9b (A,B) and stage 9c (C-F). (G,H) Magnified views of the area outlined by the dotted rectangles in E,F. (A-H) Dotted line highlights ovule primordia. (B,D,F,H) Images merged with bright-field and cell wall staining by calcofluor white (cyan) images. (I-L) *ProKNU::KNU-VENUS* expression pattern shows ovules at MMC differentiation stage (I,J) and meiosis stage (K,L). Black, white and red arrowheads, respectively, indicate ovules with no signal, weak signal and strong signal in J, and ovules at MMC stage, meiophase and tetrad stage in L. (M) *ProFM1::GUS* expression pattern shows ovules at the FM identity stage. Red and white arrows indicate ovules with and without GUS signal, respectively. (N-Q) CLSM observation of different ovules in the same pistil at stage 12. Ovules are mainly at the two developmental stages of FG1 (N) and FG2 (O), or FG2 (O) and FG3 (P). There are a few ovules in FG4 (Q) stages. Pink highlights nuclei. Scale bars: 50 μm in A-F,M; 20 μm in G-L,N-Q.

KNUCKLES (KNU) is expressed in the MMC throughout meiosis (Payne et al., 2004; Zhao et al., 2018). At stage 10, the stage of MMC specification, the *ProKNU::KNU-VENUS* signal exhibit three patterns: no signal, weak signal and strong signal (Fig. 3I,J). All three levels of KNU-VENUS signal were observed in the same placenta (Fig. S2A). At stage 11, we also observed different patterns of KNU localization: one nucleus in MMCs and two to four nuclei in megaspore cells during meiosis in the same placenta (Fig. 3K,L; Fig. S2B). These results indicate that ovule development remains asynchronous at the MMC differentiation and meiosis stages.

Next, we observed the expression pattern of *FM1*, a marker gene of the functional megaspore (FM) (Huanca-Mamani et al., 2005). We found that the *ProFM1::GUS* transgene was expressed in some ovules at stages of FM specification and division (stage 12a-12b) (Fig. 3M). There are ovules with or without *ProFM1::GUS* signal in the same placenta (Fig. S2C), indicating that ovule development is still asynchronous at the FM specification stage.

Finally, we observed embryo sac (ES) development at stage 12 in the same placenta using optical sections with confocal laser scanning microscopy (CLSM) (Fig. 3N-Q) as described previously (Christensen et al., 1997). The ESs in the same placenta are mainly at two continuous stages between the FG1 and FG4 (Fig. S2D). These results suggest that ovule development remains asynchronous at the ES development stage, which is consistent with previous publications (Christensen et al., 1997).

In conclusion, ovule development is asynchronous from ovule primordia initiation to ES maturation, and ovules present in the same placenta are mostly at two continuous developmental stages. We speculate that ovule primordia initiation in different batches results in the asynchronous development of ovules in all subsequent stages.

### PIN1 polarity, auxin accumulation and auxin response correlate with ovule primordium initiation

Auxin plays an essential role in ovule primordia formation, so we examined auxin transport using *ProPIN1::PIN1-GFP*, auxin accumulation using R2D2 and auxin response using *DR5::NLS-eGFP* during ovule primordia initiation (Heisler et al., 2005; Brunoud et al., 2012; Liao et al., 2015). At stage 8, PIN1-GFP polarity is detected on the transverse sides of some placenta cells; these cells indicate the putative position of ovule primordia initiation (Fig. 4A,E; Fig. S3A). When the ovule primordia initiated at stage 9a-9b, PIN1-GFP was also found at the lateral sides of some placenta cells, the expression level was further increased and the signal was focused towards the primordia tips (Fig. 4B,C,F,G; Fig. S3B,C). In the existing ovules, PIN1-GFP signals were located predominantly on the sides of epidermis cell layers towards the ovule apex (Fig. 4D,H; Fig. S3D).

**Fig. 4.**
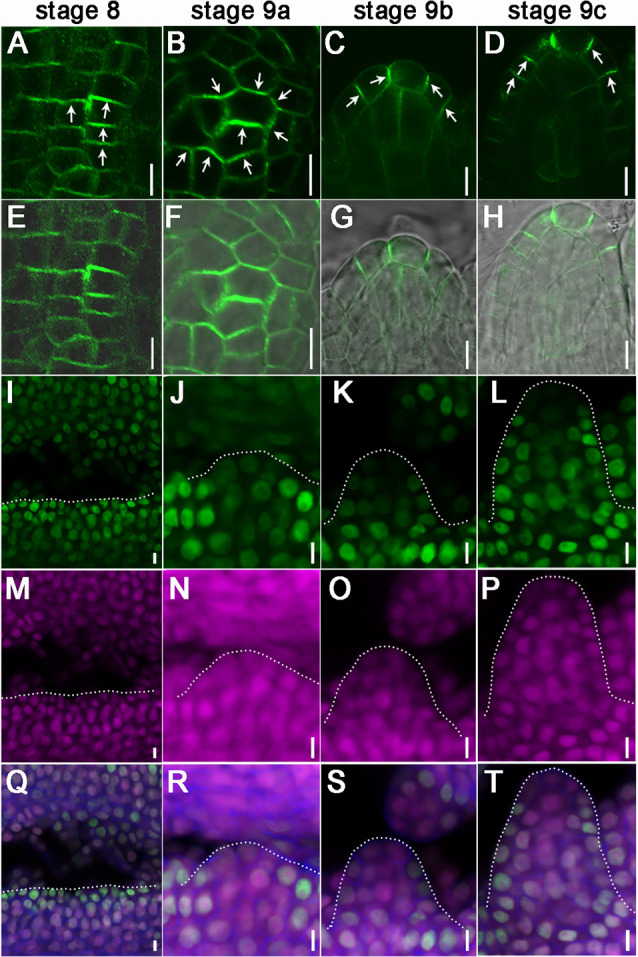
**Dynamic distribution of PIN1 and auxin in the process of ovule primordia initiation.** (A-H) *ProPIN1::PIN1-GFP* localization in one ovule primordium (A-D). (E-H) Images merged with the bright-field images. (A-D) Arrows indicate PIN1-GFP polar localization. (I-T) *R2D2* distribution in one ovule primordium. The distribution of *DII-n3×Venus* (I-L); the distribution of *mDII-ntdTomato* (M-P); images merged with calcofluor white (blue) stained cell wall images (Q-T). Dotted lines highlight the placenta or initiated ovule primordia. The top view of ovule primordia is shown in A,B,E,F. Scale bars: 5 μm.

During ovule primordia initiation, auxin accumulation was detected by R2D2, and auxin response was detected using *DR5::NLS-eGFP* (Liao et al., 2015). At stage 8, the DII signal was expressed evenly in placenta cells and no DR5 signal was detected, indicating that no significant peak of auxin accumulation or response formed in the placenta, despite PIN1 expression (Fig. 4I,M,Q; Fig. S3E,I). At stage 9, the DII signal decreases, and DR5 signals appear in tip cells of the protrusions, indicating that the peak of auxin accumulation and response occurred in these cells after the ovule primordia initiation (Fig. 4J-L,N-P,R-T; Fig. S3F-H,J-L).

### NPA treatment inhibits ovule primordia initiation

The dynamic polarity of PIN1 is connected with the establishment of auxin distribution and maximum peak at primordia tips (Benková et al., 2003; Heisler et al., 2005; Galbiati et al., 2013; Cucinotta et al., 2020). But the dynamic of PIN1 polarity and auxin distribution of the ovule primordia have not been described in detail. To analyze how PIN1 polarity dynamics and auxin distribution connect with ovule primordia initiation, we applied an inhibitor of auxin polar transport, N-1-naphthylphthalamic acid (NPA), to inflorescences at stage 8-9. The 100 μM NPA treatment at the smallest pistils can affect gynoecium development, thereby decreasing ovule number (Nemhauser et al., 2000; Larsson et al., 2014). We treated the inflorescence apex with different concentrations of NPA and found that ovule primordia initiation was more sensitive than gynoecium development to NPA (Fig. S4).

Under mock control treatment, ovule primordia initiate normally (Fig. 5A,B,E,F; Fig. S4A,B): PIN1 levels increase in placentae, PIN1 polarity points towards the primordia tip (Fig. 5I,J,Q,R) and DR5 response maxima form at the primordia tips during the initiation (Fig. 5M,N,U,V). In the NPA-treated samples, although the gynoecium development is normal, the initiation of new ovule primordia stops, the existing ovule primordia keep growing at low NPA concentrations but the ovule growth finally arrests in high concentrations of NPA (Fig. 5C,D,G,H; Fig. S4C-H). PIN1 expression dramatically decreases and PIN1 polarity disappears at stage 9a-9b under NPA treatment (Fig. 5K,L,S,T). An auxin response maximum still forms in primordia tips but the intensity is decreased (Fig. 5O,P,W,X). These findings highlight that normal PIN1 polar localization and auxin response are essential for young ovule primordia initiation, and also demonstrate that ovule primordia are initiated in different groups.

**Fig. 5.**
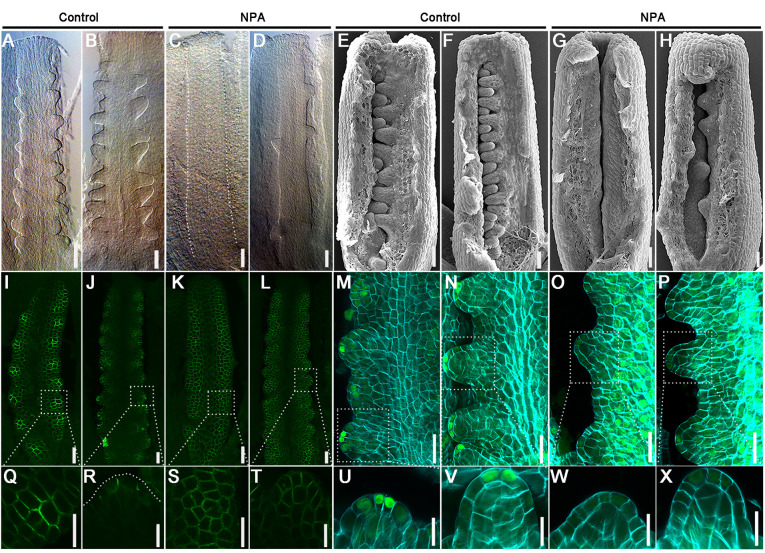
**NPA treatment inhibits the initiation of new ovule primordia via its effects on PIN1 localization and auxin response.** (A-H) Phenotypical analysis of ovule primordia initiation under NPA treatment for 24 h. Morphological observation of placentae by DIC (A-D) and SEM (E-H) at 2 DAT (day after treatment). Dotted lines indicate the placentae. (I-L) *ProPIN1::PIN1-GFP* expression and localization after treatment with the mock solution (I,J) and NPA (K,L) for 24 h. (M-P) *DR5::NLS-eGFP* expression and distribution (green) after treatment with the mock solution (M,N) and NPA (O,P) for 24 h, cell wall stained with calcofluor white (cyan). (Q-X) Magnified views of ovule primordia marked with dotted rectangles in I-P, respectively. (A,C,E,G,I,K,M,O,Q,S,U,W) Pistils treated at stage 8. (B,D,F,H,J,L,N,P,R,T,V,X) Pistils treated at stage 9. Similar results were obtained in three independent experiments. Scale bars: 20 μm in A-P; 10 μm in Q-X.

### Computational models predict asynchronous ovule primordia initiation

We developed a computational model to predict ovule primordia initiation regulated by dynamic PIN1 localization and auxin distribution. The model simplified placenta elongation, auxin distribution and ovule primordia initiation into a one-dimensional line to simulate a perfect state (Fig. 6A,B). In the model, auxin was transported between neighboring cells by PIN1, while PIN1 polarization was determined by the auxin concentration in neighboring cells (Fig. 6C). Auxin was distributed almost evenly with tiny perturbations before initiation. Placenta cells expanded and divided to simulate placenta elongation (Fig. 6B). To smooth the spatial variation in auxin concentration, we performed a cubic spline interpolation on the simulation results. We showed the spatiotemporal distribution of auxin after interpolation and the length of the placenta (Fig. 6D). The simulation results showed that, in response to the action of PIN, the initial uniform distribution of auxin spontaneously changes to produce several localized maxima, which induce the auxin response and the initiation of the first group of ovule primordia (Fig. 6D; Movie 1). As the cells expand and divide, the placenta elongates (Fig. 6D; Movie 1). Subsequently, a second group of auxin maxima is formed, which induces the auxin response and the initiation of the second group of ovule primordia (Fig. 6D; Movie 1). Given the model assumptions, these results suggest that new ovule primordia initiation requires PIN1 polarity and the formation of localized auxin maxima, and that ovule primordia initiate in different groups tightly accompanied by the auxin response.

**Fig. 6.**
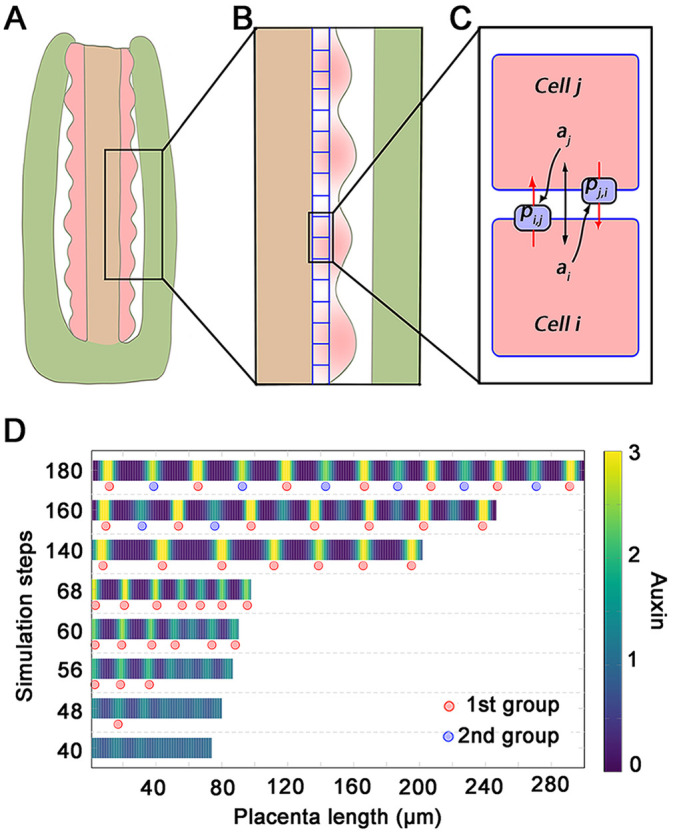
**Schematic diagram of the model and its principle.** (A) Pistil typically consists of the ovary wall (green area), placenta (pink area) and transmitting tract (brown area) at stage 9. (B) The distribution of auxin on the placenta is one-dimensional, i.e. only one layer of cells along the placenta direction is considered. (C) Auxin is transported between neighboring cells by PIN1, while PIN1 is polarized depending on auxin concentration in neighboring cells. (D) Placenta length and auxin distribution at different simulated time steps. The red dot indicates the potential initial position of the first group of ovules; the blue dot indicates the potential initial position of the second group of ovules.

### BR promotes ovule primordia initiation

Our previous research illustrated that BR influences ovule number through transcriptional regulation of the early ovule development-related genes *ANT*, *HLL* and *AP2* (Huang et al., 2013). To explore whether BR affects ovule initiation, we observed ovule primordia initiation in the BR-insensitive mutant *bin2-1* and the BR-enhanced mutant *bzr1-1D* (Li and Nam, 2002; Wang et al., 2002). At stage 8, no protrusions appear in the placentae of wild type, *bin2-1* and *bzr1-1D* (Fig. 7A,D,G). At stage 9a, the placental length is ∼180 μm in Col-0 when the first batch of ovule primordia initiate (Fig. 7B,J,L). At the same developmental stage, *bin2-1* and *bzr1-1D* have smaller and larger placentae, respectively (Fig. 7E,H,J,L). In addition, there is a lower and a higher number of ovule primordia in the first group in *bin2-1* and *bzr1-1D*, respectively (Fig. 7B,E,H,K). These results suggest that BR contributes to placenta elongation and the protrusion of the ovules of the first batch. Similar results were observed at stage 9c (Fig. 7C,F,I-K). The phenotype of the crowded ovule in *bzr1-1D* at stage 9 indicates higher ovule density (the ratio of the ovule number to the placenta length) (Fig. S5) (Jiang et al., 2020), and suggests that BR increases seed number not only through promoting placentae elongation but also through promoting ovule primordia initiation. Flowers treated with 2,4-epibrassinolide (eBL) at stage 8-9 exhibited increased DR5 signal, indicating a significantly enhanced auxin response (Fig. 7M-U). This result demonstrates that BR also affects the auxin response to promote ovule primordia initiation.

**Fig. 7.**
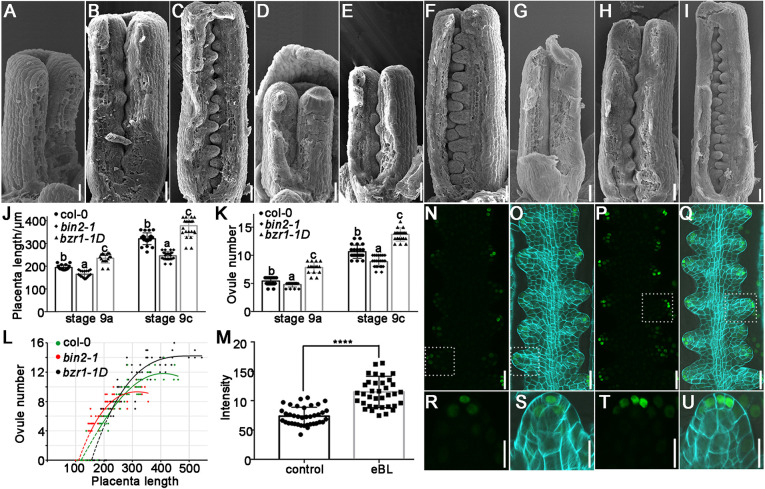
**Ovule primordia initiation and auxin response in BR-related mutant at stage 8-9.** (A-I) SEM images showing ovule primordia initiation in Col-0 at stage 8 (A), stage 9a (B) and stage 9c (C), in *bin2-1* at stage 8 (D), stage 9a (E) and stage 9c (F), and in *bzr1-1D* at stage 8 (G), stage 9a (H) and stage 9c (I). (J,K) Placenta length (J) and numbers of ovule primordia formed in each placenta (K) in wild-type and BR-related mutants at stage 9a and 9c. The data are mean±s.d., *n*>15 in every group; lowercase letters indicate statistically significant differences between different stages (*P*<0.05). (L) Analysis of the correlation between the number of ovule primordia and the length of the placenta at stages 8-10 in wild type and BR-related mutant. (M) Fluorescence intensity of *DR5::NLS-eGFP* after treatment with a mock solution and 2 μM eBL for 24 h. The data are mean±s.d., *n*>30 in every group (*t*-test; ****P<0.0001). (N-Q) *DR5::NLS-eGFP* expression and distribution (green) after treatment with the mock solution (N,O) and 2 μM eBL (P,Q) for 24 h; cell wall stained with calcofluor white (cyan) in P,Q. (R-U) Magnified views of ovule primordia marked with dotted rectangles in N-Q, respectively. Scale bars: 20 μm in A-I,N-Q; 10 μm in R-U.

### Transcriptomic analysis of gene expression during ovule development

To obtain the global gene expression trends during ovule development, we collect samples of the gynoecium in developmental stages 9-10, 11 and 12 to perform a microarray assay. 

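RNA from wild-type pistils, the gynoecia of *Arabidopsis* flowers, was measured on 9 one-color Agilent *Arabidopsis* microarrays, 3 biological replicates at each of the stages 9-10, 11 and 12. The authors deposited the Feature Extraction output of each array, and the processed signal taken from it is a linear intensity per spot, corrected for background and for trends within the array but not normalized between arrays. Each array held 43803 non-control spots for 43603 probes, of which 7357 were matched to no gene and the others to 26342 genes by transcript identifier or locus tag. The number of spots well above background was 29502 to 29691 per array at stage 9-10 (median 29662), 29909 to 30445 at stage 11 (median 30117) and 30217 to 31184 at stage 12 (median 30652). The median processed signal of an array was between 256 and 292 at stage 9-10, between 170 and 322 at stage 11 and between 205 and 295 at stage 12, over a median local background of 27 to 42. The log2 signals were quantile-normalized between the arrays, the normalization that the methods name, and a gene with several probes was represented by its brightest probe. The 19685 genes well above background on all 3 arrays of at least 1 stage were tested with limma in one fit of the 9 arrays, with 6 residual degrees of freedom, in place of the methods' t-test. A gene was called where the fold change was 2 or more and the p-value, adjusted over all genes by the Benjamini-Hochberg method, was 0.05 or less. A log2 fold change is positive where the later stage is higher. The 3 arrays per stage limit the precision, and the median standard error of a log2 fold change was 0.14. Where a probe was well above background on fewer than 3 arrays of 1 of the stages compared, the fold change is given as a lower bound, computed on each of those arrays against the gene's own signal or the lowest signal of any probe well above background there, whichever is higher. The 3 arrays of stage 9-10 shared 1 slide with replicate 1 of stage 11, replicates 2 and 3 of stage 11 lay on another slide, and the 3 arrays of stage 12 were alone on the third, so that stage 12 and its slide cannot be told apart.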

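In any of the 3 comparisons between stages, 3715 of the 19685 genes tested were called, 18.9% of them. Each of the 3715 genes was called between stage 12 and at least 1 of the earlier stages. The alternative that moved this count most took a 2-fold change as the null hypothesis of the limma test, and called 1574 genes. With each array left out in turn, between 3234 and 3733 genes were called.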

4694 genes are identified as differentially expressed genes (DEGs) from 19,665 genes (fold change≥2.0 and *P*≤0.05) (Figs S6A and S7A,B; Table S1). Hierarchical clustering of the DEGs reveal there are relatively similar transcription patterns at stage 9-10 and stage 11, but different expression patterns are found at stage 12 compared with those at stages 9-11 (Fig. S6B). In addition, the enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and Gene Ontology (GO) analysis indicate that vigorous hormone signaling and biosynthetic/metabolic processes are required during ovule development (Fig. S7C,D).

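Across the 19685 genes tested, Pearson's r between the mean log2 signals was 0.986 for stages 9-10 and 11, 0.907 for stages 11 and 12 and 0.890 for stages 9-10 and 12. These correlations run across genes, which are not independent replicates. Between single arrays of stage 9-10 and stage 11, r ranged from 0.960 to 0.987, which overlaps the range between replicates of one stage, 0.977 to 0.988. Replicate 2 of stage 11 had r of 0.987 with replicate 2 of stage 9-10, above its r with the other arrays of stage 11. Between an array of stage 12 and an array of an earlier stage, r was at most 0.921 and at least 0.848, below every value between replicates. Over the called genes alone, the alternative that moved these values most, r between the stage means was 0.952, 0.622 and 0.554 in the same order. Average-linkage clustering of the arrays by 1 minus r, over all genes tested or over the called genes, set the 3 arrays of stage 12 apart from the other 6, and these 3 arrays were also alone on their slide.

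**Figure D1:**
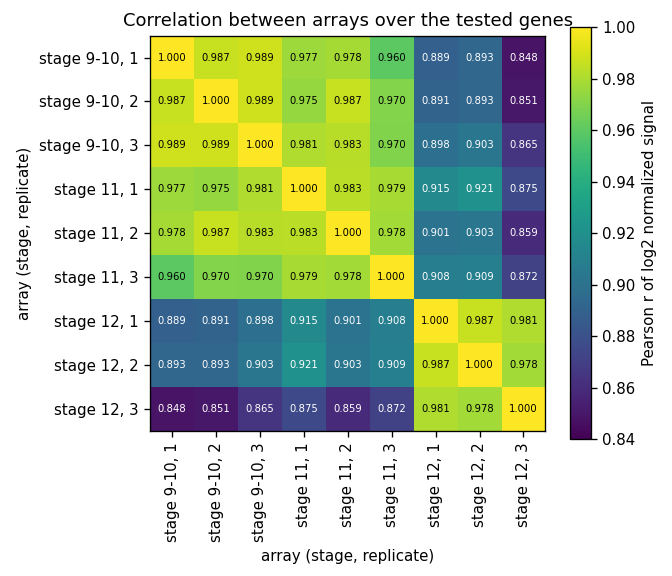
Pearson's r of the log2 normalized signal over the tested genes between each pair of the 9 arrays, labelled by stage and replicate. The lowest value is that of stage 12 replicate 3 with stage 9-10 replicate 1, 0.848.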

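The KEGG and GO tables of the enrichment analysis were not used here. In their place, 11 words were looked for in the annotation of the 15389 tested genes that had one, 2838 of them called in any comparison. Of the 100 genes annotated with the word auxin, 45 were called, 45.0% against 18.4% of all annotated genes (odds ratio 3.66, one-sided Fisher's exact test, adjusted p = 4.9e-09 over the 11 words). Among the genes called higher at stage 12 than at stage 9-10 there were 33 of the 100 (adjusted p = 6.45e-09), and among those called lower 10 (adjusted p = 0.449). The word cytochrome P450 was on 22 annotated genes, 6 of them called (adjusted p = 0.244), and ribosomal protein on 307, 4 of them called (adjusted p = 1). The result for cytochrome P450 does not stand for the CYP family. By symbol, 136 CYP genes were tested and 56 were called in any comparison, a share that was not put through Fisher's test. Taking only the genes called lower at stage 12 moved the result most, with 0 of the 11 words past an adjusted p of 0.05 and 2 past an unadjusted p of 0.05, against 8 words past the adjusted threshold over all called genes. Genes of one family are not independent in such a test.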

To explore the possible functions of the DEGs in ovule development, clustering analysis by STEM is used to further divide the DEGs into 12 clusters of clear and distinct expression profiles. The top six clusters are exhibited in Fig. S6C. Clusters 2, 3 and 6 contain genes highly expressed at stage 9-10, suggesting that these genes function during ovule initiation and development. 

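The order of the 3 stage means was used in place of STEM clusters. Of the 3715 called genes, 1028 had their highest mean at stage 9-10, and in 1015 of these the mean fell at both steps, from stage 9-10 to 11 and from stage 11 to 12. Another 411 called genes had their highest mean at stage 11. The number of genes with the highest mean at stage 9-10 was moved most by a test against a 2-fold change, under which 347 called genes had it, and the 75th percentile scale gave 644. From their high expression at stage 9-10, the paper proposes that the genes of these clusters function during ovule initiation and development.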

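*CUC1* (AT3G15170) had a mean log2 normalized signal of 10.50 ± 0.24 (SD, n = 3 arrays) at stage 9-10, 9.33 ± 1.11 at stage 11 and 5.99 ± 0.72 at stage 12, a log2 fold change from stage 9-10 to stage 12 of -4.51 (standard error 0.55, limma, adjusted p = 0.000630). From stage 9-10 to stage 11 its change was -1.17 (adjusted p = 0.410), within the spread between replicates. *CUC2* (AT5G53950) fell by 2.74 on the log2 scale by stage 12 (adjusted p = 0.000666) and its other probe by 3.43, and *CUC3* (AT1G76420) fell by 1.31 (adjusted p = 0.00839), though not past the threshold in the methods' t-test with adjusted p-values. *ANT* (AT4G37750), with 14.98 ± 0.21 at stage 9-10 and 13.59 ± 0.05 at stage 12, changed by -1.39 (standard error 0.16, adjusted p = 0.000480). *KNU* (AT5G14010) was well above background on the 3 arrays of stage 9-10, on 1 of stage 11 and on none of stage 12, where it was at least 2.09-fold lower (adjusted p = 0.00865), a call that was lost with another background correction (normexp). *WUS* (AT2G17950) was well above background on the 3 arrays of both earlier stages and on 1 of stage 12, and was at least 42.7-fold lower at stage 12 than at stage 9-10 (adjusted p = 0.000487). At each of the 6 genes every array of stage 12 lay below every array of stage 9-10. Between stage 11 and stage 9-10 the adjusted p of the other 5 genes ran from 0.411 to 0.844.

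**Figure D2:**
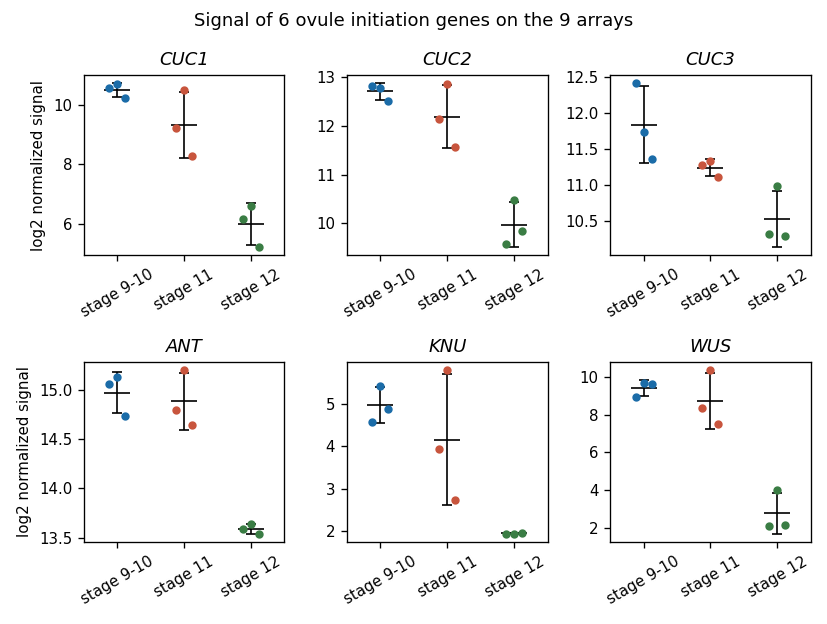
Log2 normalized signal of *CUC1*, *CUC2*, *CUC3*, *ANT*, *KNU* and *WUS* at stage 9-10, stage 11 and stage 12; points are arrays, bars the mean and the SD of 3 arrays, and each gene has its own axis. In stage 11 the highest point of each gene is replicate 2.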

Genes reported to influence these processes, such as *CUC*, *ANT*, *KNU* and *WUS*, are identified in DEGs, and their transcription patterns are consistent with the expression pattern of our marker lines or previous reports (Figs 2 and 3; Table S1) (Schneitz et al., 1998; Groß-Hardt et al., 2002; Payne et al., 2004; Gonçalves et al., 2015).

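From stage 9-10 to stage 12, *AS2* (AT1G65620) changed by a log2 fold change of -2.12 (standard error 0.28, limma, adjusted p = 0.000825) and its other probe by -2.10. *KNAT2* (AT1G70510) changed by -1.25 (standard error 0.13, adjusted p = 0.000294). *STM* (AT1G62360) had a log2 signal of 12.15 ± 0.09 (SD, n = 3) at stage 9-10 and 11.76 ± 0.30 at stage 12, a change of -0.39 that was not called (standard error 0.19, limma, adjusted p = 0.141), while its dimmer second probe fell by 1.07. All 3 genes were well above background on all 9 arrays.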

Our results also illustrated some regulators of shoot apical meristem (SAM) development and maintenance, such as *SHOOT MERISTEMLESS* (*STM*), *ASYMETRIC LEAVES 2* (*AS2*), *KNOTTED-LIKE FROM ARABIDOPSIS THALIANA2* (*KNAT2*) (Barton and Poethig, 1993; Lincoln et al., 1994; Semiarti et al., 2001). 

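*WOX12* (AT5G17810) had a log2 signal of 10.08 ± 0.30 (SD, n = 3) at stage 9-10 and 5.85 ± 0.89 at stage 12, a log2 fold change of -4.22 (standard error 0.51, limma, adjusted p = 0.000598), and its other probe changed by -4.20. *WOX1* (AT3G18010) changed by -1.19 (standard error 0.19, adjusted p = 0.00193), and its other probe by -1.78. *WOX13* (AT4G35550) was well above background on all 9 arrays and changed by -0.64 (standard error 0.14, adjusted p = 0.00744), under the 2-fold threshold, and its dimmer probe by -1.24. Over the WOX family, 9 genes were tested, 4 were called lower and 1 higher at stage 12 than at stage 9-10, and 5 lower when adjusted over the list alone. The called genes were *WUS*, *WOX12*, *HB-3*, *WOX1* and, higher at stage 12 by 1.97, *WOX4* (adjusted p = 0.00145). The family's median log2 fold change was -1.19 (camera, adjusted p = 0.0167), and it was not past the threshold without a filter on dim probes (adjusted p = 0.199), with the filter by another flag (0.0848) or with the genes above background on all 9 arrays (0.0584).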

We also identified *WOX1*, *WOX12* and *WOX13* at stage 9-10, suggesting that these WOX genes play essential roles in ovule primordia formation (Table S1). The WOX gene family has been reported to regulate embryogenesis, stem cell homeostasis and organ formation (Laux et al., 1996; Haecker et al., 2004; Deveaux et al., 2008), suggesting that they are reasonable players in ovule initiation and development. Clusters 1, 4 and 5 contained genes highly expressed at stage 12, indicating that they play an important role in embryo sac development and ovule micropyle formation. For example, unfertilized embryo sac mutant (UNE), which exhibits defects in fertilization (Pagnussat, 2005), was identified in cluster 4 (Table S1). In addition to already identified genes, our DEGs also included homologs of known genes and completely new genes. 

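Of the 3715 called genes, 2276 had their highest mean at stage 12. By the fitted change, which for genes under background is not measured, the 5 largest rises of called genes from stage 9-10 were those of *GILT* (AT4G12960), AT5G49180, *MYB21* (AT3G27810), *CYP96A2* (AT4G32170) and *GRI* (AT1G53130). *GILT*, well above background on the 3 arrays of stage 12, on 1 of stage 11 and on none of stage 9-10, was at least 2439-fold higher at stage 12 than at stage 9-10 (limma, adjusted p = 7.83e-05). For the other 4 genes, none of them well above background on any array of stage 9-10, the rise was at least 822-fold, 389-fold, 225-fold and 484-fold (adjusted p of 7.21e-06, 1.47e-06, 7.68e-05 and 0.000101). Each of the 5 was called with every array left out in turn.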

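Among the 17 tested genes that the reference annotation names or lists as UNE genes, 5 were called higher and 3 lower at stage 12 than at stage 9-10, and 9 were called in any comparison. The largest rise by the fitted change, which rests on signals under background, was that of *UNE9* (AT3G10560), which was at least 6.84-fold higher at stage 12 (limma, adjusted p = 0.000154) and was well above background on 1 array of stage 11 and none of stage 9-10. *UNE15*, *UNE10* and *UNE14* were at least 15.5-fold, 4.17-fold and 4.79-fold higher, and *UNE7* rose by 1.31 on the log2 scale (adjusted p = 0.00351). *UNE17* (AT4G26330) had the largest fall, -1.81 (standard error 0.21, adjusted p = 0.000459), and *NF-YA2* and *ORC1B* were lower by log2 fold changes of -1.75 and -1.23. The called genes other than *UNE9* and *UNE17* were chosen for naming after their values were seen. The median of the family was 0.17 (camera, adjusted p = 0.497), and it was -0.20 among the genes well above background on all 9 arrays, which leaves out genes that rose from background.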

Rapid alkalinization factor (RALF) family members, e.g. small peptide RALF4/19/34, play an important role during gametogenesis and fertilization (Haruta et al., 2014; Ge et al., 2017). 

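Of 18 RALF family genes tested, 12 were called higher at stage 12 than at stage 9-10 and 0 lower by limma, with 2 lower at an unadjusted p under 0.05 and 0 in the methods' t-test. The family's median log2 fold change was 3.67, or 2.46 with genes under background set to their bound and 1.58 with normexp (camera, adjusted p = 0.000288). Among the genes above background on all 9 arrays, which leaves out genes that rose from background, it was 0.48 and the list did not pass (camera, adjusted p = 0.315). *RALFL18* (AT2G33130), with the largest fitted rise, was at least 28.1-fold higher at stage 12 and was well above background on no array of the earlier stages (limma, adjusted p = 2.69e-05). Of the 12 called genes, 7 were well above background on no array of stage 9-10. The measured rises were those of *RALFL9*, by 3.65 on the log2 scale (adjusted p = 0.00938), and of *RALFL8*, by 4.20 (adjusted p = 0.00646), both named after their values were seen. Both genes were highest on the third array of stage 12, with log2 signals of 11.71 and 13.57 against at most 9.44 and 11.25 on the others. The call of *RALFL9* was lost in the methods' t-test with adjusted p-values. *RALFL4* (AT1G28270) was at least 14.3-fold higher at stage 12 (adjusted p = 0.00708), a call lost in the methods' t-test with adjusted p-values. Its log2 signals were 8.36, 7.40 and 10.66 on the 3 arrays of stage 12. In all, 13 of 14 pollen-expressed genes, *RALFL4* included, were highest on the third of these arrays. *RALFL34* (AT5G67070), well above background on all 9 arrays, changed by -0.27 (standard error 0.11, adjusted p = 0.0797) and was not called. *RALFL19* (AT2G33775) was well above background on 1 array of stage 12 only and was not tested.

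**Figure D3:**
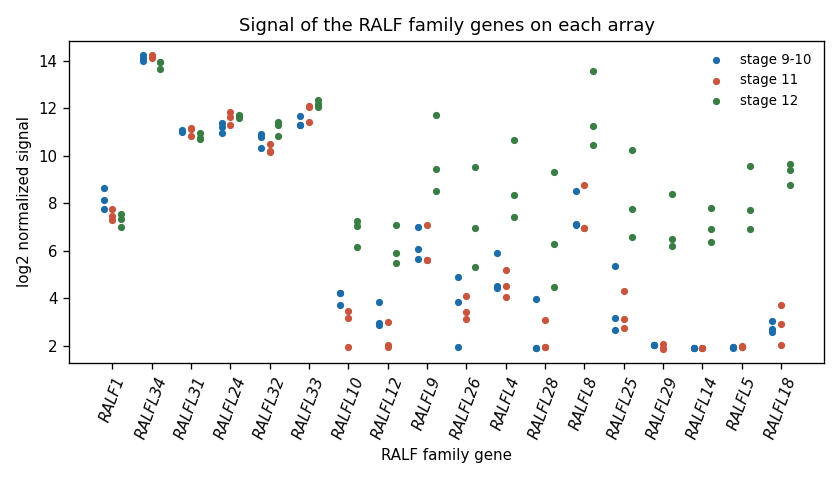
Log2 normalized signal of the 18 tested RALF family genes on each of the 9 arrays, ordered by the fitted change from stage 9-10 to stage 12; each point is 1 array. The 12 called genes are those on the right from *RALFL10* on.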

We found that many other RALF family members were highly expressed at stage 12, suggesting these RALF peptides also participate in male-female interaction. Receptor-like kinases (RLKs), including POLLEN-SPECIFIC RECEPTOR-LIKE KINASE, ANXUR, MALE DISCOVERER and others, play essential roles in male-female communication (Takeuchi and Higashiyama, 2016; Wang et al., 2016; Ge et al., 2017). 

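*RLP31* (AT3G05370) was well above background on all arrays of stages 11 and 12 and on none of stage 9-10, and was at least 3.59-fold higher at stage 12 than at stage 9-10 (limma, adjusted p = 0.000181), a call that was lost with normexp background correction. *MRH1* (AT4G18640) had a log2 signal of 7.50 ± 0.15 (SD, n = 3) at stage 9-10 and 9.28 ± 0.41 at stage 12, a log2 fold change of 1.78 (standard error 0.21, limma, adjusted p = 0.000574), with 0.90 at its other probe. *FLS2* (AT5G46330) changed by 2.38 (standard error 0.38, adjusted p = 0.00221). Among the receptor-like kinase genes known from pollen, *PRK2A* rose by 3.55 (standard error 0.79, adjusted p = 0.00951) and *ANX2* was at least 8.75-fold higher at stage 12 (adjusted p = 0.0113). Both calls were lost in the methods' t-test with adjusted p-values. *ANX1* and *PRK4* were not called (adjusted p of 0.147 and 0.247), and *PRK1*, *PRK3*, *PRK5* and *PRK6* were well above background on too few arrays to be tested. *PRK2A* and *ANX2* were highest on the replicate 3 array of stage 12, with log2 signals of 10.87 and 9.67 against at most 8.26 and 6.79 on the other two.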

Other RLKs are highly expressed at stage 12, such as RLP31, MRH1 and FLS2, suggesting that these RLKs also function in male-female communication. 

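By the symbols of the reference annotation, 71 MYB, 45 WRKY and 136 CYP genes were tested. At stage 12 against stage 9-10, 22 MYB genes were called higher and 11 lower, with a median log2 fold change of 0.22, or 0.40 with the 75th percentile scale (camera, adjusted p = 0.219). The largest fitted rise was that of *MYB21* and the largest fitted fall that of *MYB99* (AT5G62320), at least 12.4-fold lower at stage 12 (limma, adjusted p = 5.15e-05) and well above background on no array there. Of the WRKY genes 6 were called higher and 7 lower, with a median of -0.13 that became 0.20 with the 75th percentile scale and 0.18 with cyclic loess normalization (camera, adjusted p = 0.558). *WRKY68* (AT3G62340) was at least 14.6-fold higher (adjusted p = 0.000228) and *WRKY51* (AT5G64810) at least 4.91-fold lower (adjusted p = 0.000923), the latter a call lost with normexp background correction. Among the CYP genes 37 were called higher and 14 lower, 38 and 14 when adjusted over the list alone, with a median of 0.35 (camera, adjusted p = 0.0205), which did not pass without a filter on dim probes (adjusted p = 0.134) or with the filter by another flag (0.0686). *CYP96A2* had the largest fitted rise, and *CYP704B1* (AT1G69500) the largest fitted fall, at least 83.9-fold (adjusted p = 0.000151), one of 13 tapetum-expressed genes well above background on all arrays of stage 9-10.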

Some DEGs have not been reported previously (Table S1) and other DEGs are currently uncharacterized (e.g. *MYB*, *WRKY*, *CYP*, etc.) but with limited clues, indicating new candidates and regulatory mechanisms for ovule development that are worthy of future investigation.

Plant hormones have been reported to play roles in gynoecium development, especially auxin, BR, CK and GA (Colombo et al., 2008; Reyes-Olalde et al., 2013; Zúñiga-Mayo et al., 2019; Cucinotta et al., 2020). 

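Lists of hormone genes were written by gene family and function, since the genes of Table S2 were not used here, and each list of at least 5 tested genes was tested with limma's camera at a preset inter-gene correlation of 0.01 for stage 12 against stage 9-10. Of the 30 lists tested, hormone lists and others together, 14 passed an adjusted p of 0.05, 8 of them higher at stage 12 and 6 lower. All 14 also passed, in the same direction, with fry, which called 25 lists, and with an inter-gene correlation estimated from the arrays 0 lists passed in camera, where 5 had an unadjusted p under 0.05. The members that the text names are the called genes with the largest fitted rise and fall of each list, and further members were chosen after their values were seen. Counts adjusted over the list alone were the same as those over all genes for every hormone list except that of gibberellin (GA) signaling.

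**Figure D4:**
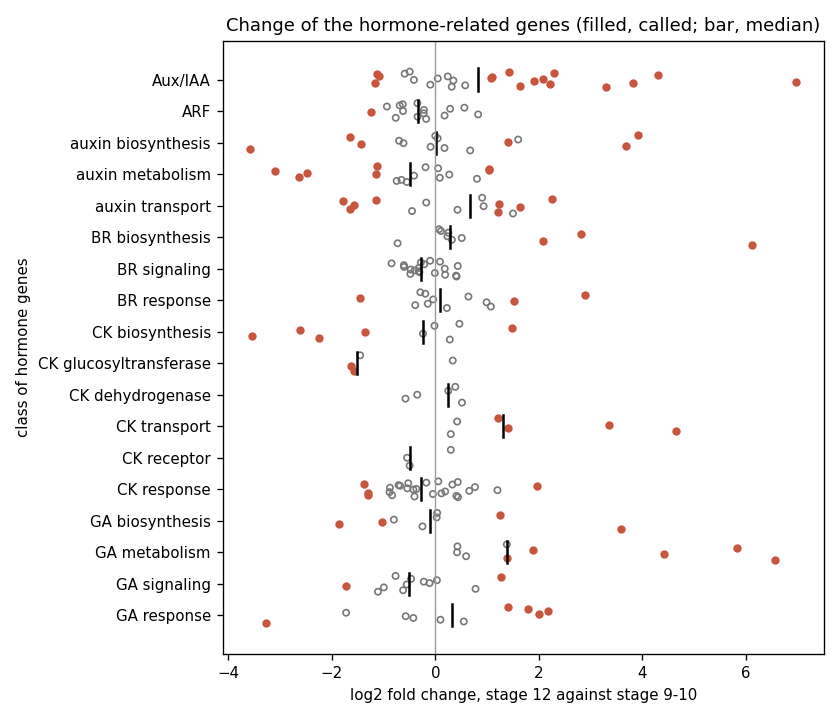
Fitted log2 fold change from stage 9-10 to stage 12 of each tested gene of 18 classes of auxin, brassinosteroid (BR), cytokinin (CK) and GA genes; filled points are called genes, open points genes not called, and bars class medians. The median of the CK response genes changes sign with the 75th percentile scale.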

Among the DEGs, we identified lots of hormone-related genes, including important components of their biosynthesis, transport and response, indicating the hormonal regulation in ovule development (Table S2). Hierarchical clustering of 39 auxin-related genes shows that most of the genes encoding AUX/IAA proteins were upregulated, and auxin response factors (ARFs) and auxin metabolic genes were downregulated (Fig. S6D; Table S2). 

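Of 24 *AUX/IAA* genes tested, 12 were called higher and 3 lower at stage 12 than at stage 9-10, 13 rose at both steps, and the median log2 fold change was 0.83 (camera, adjusted p = 0.0205), between 0.53 with normexp and 1.15 with the 75th percentile scale. With the *AUX/IAA* genes above background on all 9 arrays the list did not pass (adjusted p = 0.0715). *IAA7* (AT3G23050) rose most, by 6.98 on the log2 scale (standard error 0.54, limma, adjusted p = 7.03e-05), and its other probe by 4.41. *IAA30* (AT3G62100) had the largest fall, -1.17 (standard error 0.18, adjusted p = 0.00176), a call that was lost with the 75th percentile scale, cyclic loess or normexp background correction, and *IAA34* and *IAA18* were also called lower (-1.13 and -1.09). Among 15 ARF genes, *ARF18* (AT3G61830) was called lower (-1.24 (standard error 0.12, adjusted p = 0.000179)) and 0 higher by limma, where 4 were higher at an unadjusted p under 0.05 and 0 in the methods' t-test. The median of the ARF genes was -0.34, with 11 negative and 4 positive changes, and the list did not pass the threshold (camera, adjusted p = 0.125) except with the 75th percentile scale (adjusted p = 0.0496) and in fry (adjusted p = 0.00323). Of 16 genes of auxin conjugation and oxidation, 5 were called lower and 2 higher, with a median of -0.48 (camera, adjusted p = 0.277). *GH3.1* (AT2G14960), well above background on no array of stage 12, was at least 5.69-fold lower there (adjusted p = 0.00628), and the other genes called lower were *BRU6*, *GH3.3*, *GH3.9* and AT1G14120, with log2 fold changes from -1.13 to -2.64. *IAR3* rose by 1.04 (adjusted p = 0.00172) and *ILL6* by 1.03, but *IAR3* was not called without replicate 1 of stage 9-10.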

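Of 14 auxin biosynthesis genes tested, 3 were called higher and 3 lower at stage 12 than at stage 9-10. *YUC3* (AT1G04610) rose by 3.92 on the log2 scale (standard error 0.29, limma, adjusted p = 5.99e-05), *NIT3* by 1.41, and *YUC8* was at least 7.28-fold higher. *YUC4* (AT5G11320) changed by -3.58 (standard error 0.48, adjusted p = 0.000983) and by -4.0 at its other probe, *TAA1* by -1.65 and *TAR2* by -1.43. The median of the list was 0.02 (camera, adjusted p = 0.889), and it was -0.06 without replicate 3 of stage 12. Among 14 auxin transporter genes, 4 were called higher and 4 lower, with a median of 0.67 (camera, adjusted p = 0.497) that was 0.33 with normexp. *PIN3* (AT1G70940) had the largest rise, 2.26 (standard error 0.35, adjusted p = 0.00178), with 1.64 for *AUX1* and 1.24 for *PIN4*, while *PIN8* was at least 1.47-fold higher. *PIN6* (AT1G77110) had the largest fall, -1.79 (standard error 0.15, adjusted p = 0.000108), followed by *ABCB4* with -1.65 and *LAX2* with -1.58.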

The expression patterns of auxin biosynthesis genes and auxin polar transporters were different from stage 9 to stage 12, which implied that these genes functioned at different stages and took part in different events. For example, PIN1 was expressed at stage 9-10, which mainly coincides with ovule initiation, consistent with the *ProPIN1::PIN1-GFP* expression pattern (Fig. 2E–H; Fig. S6D; Table S2). 

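Of 10 BR biosynthesis genes tested, 3 were called higher at stage 12 than at stage 9-10 and 0 lower by limma, with 1 lower at an unadjusted p under 0.05 and 0 in the methods' t-test. *BR6OX1* (AT5G38970) was at least 33.7-fold higher (limma, adjusted p = 1.08e-05), well above background on 1 array of stage 11 and none of stage 9-10, and *CYP90D1* and *ROT3* rose by 2.82 and 2.07 on the log2 scale (adjusted p of 0.000380 and 0.000160). The list's median log2 fold change was 0.29, with 9 positive changes and 1 negative (camera, adjusted p = 0.0274), and 1 gene fell at both steps while 5 rose at both. With the mean of each gene's probes the list did not pass the threshold (adjusted p = 0.172), nor with the genes above background on all 9 arrays (adjusted p = 0.0715). Of 12 BR response genes, *BEE2* and *BEE3* were called higher and *EXO* lower, with a median of 0.09 (camera, adjusted p = 0.558). *BEE3* (AT1G73830), well above background at stage 12 only, was at least 1.75-fold higher (adjusted p = 0.00128), a call lost with normexp background correction, *BEE2* rose by 1.52, and *EXO* (AT4G08950) changed by -1.46 (standard error 0.31, adjusted p = 0.00761). Among 19 BR signaling genes 0 were called by limma or by the methods' t-test, though 8 had an unadjusted limma p under 0.05, and the median was -0.28, with 6 positive and 13 negative changes (camera, adjusted p = 0.219).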

Among the 21 BR-related genes, most BR synthesis genes were gradually downregulated, while BR response genes were mostly upregulated (Fig. S6E; Table S2), indicating that BR signaling remains active during ovule development and that the BR biosynthesis is feedback inhibited. 

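Of 9 CK biosynthesis genes tested, 4 were called lower and 1 higher at stage 12 than at stage 9-10, with a median log2 fold change of -0.24 (camera, adjusted p = 0.332). *LOG7* (AT5G06300), well above background on 2 of the 3 arrays of stage 12, was at least 9.67-fold lower (limma, adjusted p = 0.000717), and *LOG3*, *LOG8* and *LOG4* changed by -2.61, -2.24 and -1.35. *LOG1* (AT2G28305) changed by 1.48 (standard error 0.33, adjusted p = 0.00920). Among 4 CK glucosyltransferase genes, too few for a test of the list, *UGT76C2* (AT5G05860) changed by -1.62 (standard error 0.15, adjusted p = 0.000149) and *UGT76C1* by -1.58, both called, and the median was -1.51, or -1.48 with genes under background set to their bound, but -0.82 with the 75th percentile scale, -1.09 with cyclic loess and -0.59 with normexp. None of the 3 CK receptor genes was called by limma or by the methods' t-test, though each had an unadjusted limma p under 0.05, 1 of them higher and 2 lower, and their median was -0.50. Of 26 CK response genes, 3 were called lower and 1 higher. *ARR15* (AT1G74890) changed by -1.38 (standard error 0.31, adjusted p = 0.0101), *RR10* by -1.31, *RR2* by -1.30 and *RR16* by 1.96 (adjusted p = 0.00181). The call of *ARR15* was lost in the methods' t-test with adjusted p-values. The median of the CK response genes was -0.27 and changed sign, to 0.19, with the 75th percentile scale (camera, adjusted p = 0.219). Of 5 CK dehydrogenase genes, which encode the enzymes that degrade CK, 0 were called by limma or by the methods' t-test and 1 had an unadjusted limma p under 0.05, with 3 positive and 2 negative changes, a median of 0.25 (from 0.16 with normexp to 0.48 with cyclic loess) and a mean of 0.05, while camera ranked the list downward (adjusted p = 0.889). Of 6 CK transporter genes 4 were called higher, *PUP2* (AT2G33750) with 4.65 (standard error 0.21, adjusted p = 6.26e-06), *ABCG14* with 1.41, AT1G02630 with 1.21 and *PUP1* at least 10.2-fold, and the median was 1.31 (camera, adjusted p = 0.00362).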

Hierarchical clustering of 23 CK-related genes showed that the expression patterns of CK synthase, glucosyltransferase, CK receptors and CK response genes were gradually downregulated, and CK hydrolase and transport enzyme gene were upregulated, indicating that CK played essential roles in early ovule development and would be downregulated in late ovule development (Fig. S6F; Table S2). For GA-related genes, GA biosynthetic and response genes were highly expressed at stage 12-13, but genes in the GA signaling pathway were highly expressed at stage 9-10 (Fig. S6G; Table S2). 

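Of 8 GA biosynthesis genes tested, 2 were called higher and 2 lower at stage 12 than at stage 9-10. *GA20OX2* (AT5G51810) changed by 3.59 (standard error 0.29, limma, adjusted p = 8.98e-05) and *GA3OX1* by 1.24, while *GA20OX1* (AT4G25420) changed by -1.85 (standard error 0.50, adjusted p = 0.0217) and *GA1* by -1.02. The call of *GA20OX1* was lost with the 75th percentile scale, normexp background correction or the methods' t-test, and without replicate 1 or replicate 3 of stage 9-10, and its log2 fold change with an array left out ran from -2.30 to -1.20. The median of the list was -0.11 and its mean 0.12, with camera ranking it downward and fry upward (adjusted p of 0.669 and 0.998). Of 10 GA response genes, 4 were called higher and 1 lower, with a median of 0.32 (camera, adjusted p = 0.481). The largest rise was that of AT2G14900, 2.18 (standard error 0.25, adjusted p = 0.000439), with 2.01 for AT3G10185, 1.80 for *GASA1* and 1.41 for *GASA6*, and AT5G59845 was lower, -3.27 (standard error 0.44, adjusted p = 0.00101). Among 12 GA signaling genes 9 changes were negative and 3 positive, with a median of -0.51 (camera, adjusted p = 0.125). Of these, *GID1B* (AT3G63010) was called lower, -1.72 (standard error 0.23, adjusted p = 0.000872) and -2.16 at its other probe, and *RGL1* (AT1G66350) higher, 1.27 (standard error 0.20, adjusted p = 0.00193), with 2 genes lower when adjusted over the list alone. Of 9 genes of GA inactivation, 5 were called higher, with a median of 1.38 (camera, adjusted p = 0.00156, but 0.0584 with the genes above background on all 9 arrays), and *GAMT2* (AT5G56300) had the largest fitted rise, at least 76.5-fold (adjusted p = 2.92e-05), followed by *GA2OX4* at least 22.7-fold, *GAMT1* at least 3.73-fold, *ATGA2OX1* with 1.89 and *CYP714A1* with 1.38. The latest stage measured was stage 12.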

Above all, hormone signaling is active throughout ovule development; each hormone is accurately modulated to regulate ovule development.

## DISCUSSION

### Asynchronous ovule primordia initiation is important for plant reproductive development

Previous studies have mentioned ovule primordia formation (Bartrina et al., 2011; Huang et al., 2013; Gonçalves et al., 2015) and ovule development, such as the nucellus identity, integument initiation and embryo sac development (Villanueva et al., 1999; Erbasol Serbes et al., 2019). Here, we have observed the detailed process of ovule primordia initiation by DIC and SEM (Fig. 1). Our results show that ovule primordia initiate asynchronously in the same placenta, and that new ovule primordia initiate mainly between older neighboring ovule primordia (Fig. 8). The first batch of ovule primordia appears at stage 9a (Fig. 8C). Later, two groups of ovule primordia exist on the same placenta, and can easily be distinguished according to their size and shape (Fig. 8E). Statistical analysis demonstrated that ovules on the same placenta are mainly at two continuous developmental stages. The third batch of ovule primordia initiated normally at the bottom and top of the placenta, and differed significantly from the size and shape of the first two groups. Our hypothesis illustrates that the ovule population initiation is an interrelated process. Until now, published models mainly described single ovule primordium initiation and the signals between the primordium and its two boundaries (Galbiati et al., 2013; Cucinotta et al., 2020). Our hypothesis describes the relationship of neighboring ovule primordia during the initiation.

**Fig. 8.**
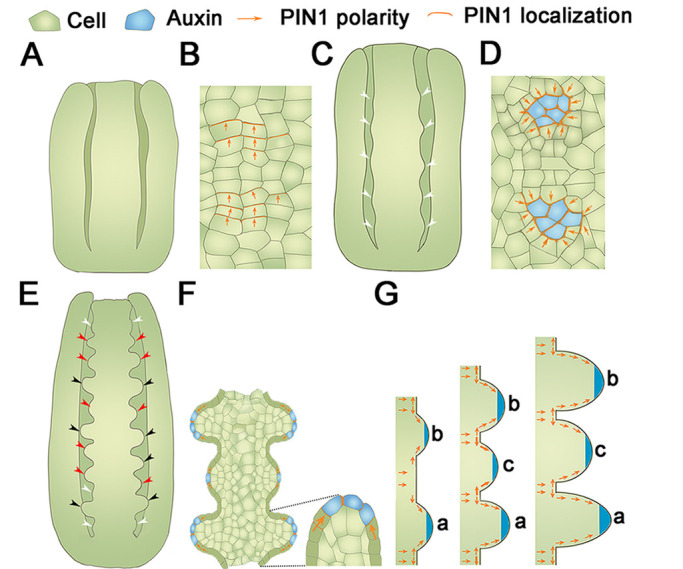
**Model of the ovule primordia initiation process, and expression patterns of PIN1 and auxin.** (A-F) The ovule primordia initiation process at stage 8 (A), stage 9a (C) and stage 9c (E); PIN1 polar localization and auxin maxima in ovule primordia at stage 8 (B), stage 9a (D) and stage 9c (F). White arrowheads indicate the O1; red arrowheads indicate the O2; black arrowheads indicate the O3. (G) The distribution and flow of auxin between ovule primordia throughout the placenta. Orange arrows indicate the PIN1 polarity.

The close relationship between larger placental size and enhanced seed number in some mutants (*ckx3 ckx5* and *bzr1-1D*) indicates that placenta size is one factor that affects ovule primordia initiation (Bartrina et al., 2011). However, the limited examples cannot clarify whether a larger placenta causes more primordia initiation in the first and the second rounds, or whether there are more rounds of primordia initiation. Here, we demonstrate that the increased ovule number in the BR-signal-enhanced mutant comes from larger placental size and increased ovule primordia initiation in the first and second batches (Fig. 7). Microscopic analyses show that the larger and smaller ovules are not arranged evenly (Fig. 1C,D,H,I). This could be reasonably explained by the insufficient boundary of new ovules between some larger ovules. If the boundary is large enough, two young ovule primordia will initiate.

### Ovule primordia continue to develop asynchronously at subsequent stages

Although previous studies indictaed that ovules at different stages (mainly 2-3) exist in the same gynoecium (Christensen et al., 1997), the reason remained unclear. Our results reveal there are different expression patterns of marker genes at different ovules in the same placenta, indicating that ovule primordia initiates mainly in two batches and grows out at a similar speed, leading to the ovules in the same gynoecium developing asynchronously from ovule primordia initiation (stage 9a) to embryo sac maturation (stage 12c) (Fig. 3). Previous reports have shown that pollen tubes preferentially guide to ovules at the middle pistil but not to the topper ovules (Feng et al., 2019). A reasonable explanation is that the pollen tube guiding sequence correlates with the ovule maturing sequence. The asynchronous initiation of ovule primordia is significant in plant reproductive development. The existing ovules can survive environmental stress but new ovules cannot grow out, which would be the effective way for the plant to allocate nutrition and control the number of offspring. Previous reports did not completely exclude the possibility that ovules initiated simultaneously but grew out at different speeds. Our results indicate the high possibility of asynchronous ovule initiation because only 5-7 ovules protrude firstly in one placenta, and more ovules of different sizes and shapes exist in the same placenta and at the same time at floral stage 9b-9c (Figs 1 and 2), and so on.

Transcriptomics analysis illustrates that the expression of hormone-related genes is accurately regulated during this process, indicating that those hormones maintain the normal developmental process of ovules (Fig. S6). Auxin is an important player in different processes of ovule development, indicating auxin functions in the whole process. BR signal is also activated during whole-ovule development, and BR promotes ovule initiation by enhancing placenta elongation and the auxin response (Fig. 7), as well as by transcriptional regulation of genes involved in early ovule development (Huang et al., 2013). CK promotes placenta activity to establish supernumerary ovules at early stages (Bartrina et al., 2011). GA inhibits ovule primoridia initiation. Transcriptomics analyses of the placenta were carried out in the previous studies (Skinner and Gasser, 2009; Matias-Hernandez et al., 2010); our systemic analysis of the whole developmental processes of ovules identified new candidate genes involved in ovule development. The DEGs identified by our transcriptomics analysis largely overlap with the DEGs listed by Skinner and Gasser (2009), indicating that our transcriptional analysis worked well. Compared with the genes expressed in placentae (identified by Matias-Hernandez et al., 2010), we identified 5086 new genes involved in ovule initiation in stage 9-10 (S1). Some of them are involved in pattern formation, such as ASYMMETRIC LEAVES2-LIKE1, FASCIATA1 (FAS1), FAS2, ULTRAPETALA2 and POLTERGEIST-LIKE1 (Kaya et al., 2001; Chalfun-Junior et al., 2005; Song et al., 2006; Monfared et al., 2013), indicating that they are involved in ovule primordia initiation and formation. In addition, the DEGs in ovule primordia initiation and in magasporogenesis/megagametogenesis are very different. 

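*ULT2* (AT2G20825) was well above background on the 3 arrays of stage 9-10, on 2 of stage 11 and on none of stage 12, and was at least 6.76-fold lower at stage 12 than at stage 9-10 (limma, adjusted p = 0.00307). *ASL1* (AT5G66870) changed by -1.12 (standard error 0.20, limma, adjusted p = 0.00511) from stage 11 to stage 12 and was called there, but by -0.40 from stage 9-10 to stage 12 (adjusted p = 0.141), a change whose sign turned with the 75th percentile scale (0.44) and with cyclic loess (0.13), and its mean log2 signal was highest at stage 11, 5.46 ± 0.42 (SD, n = 3), against 4.75 ± 0.13 at stage 9-10. *FAS1* (AT1G65470), *FAS2* (AT5G64630) and *PLL1* (AT2G35350) were well above background on all 9 arrays and were called in none of the 3 comparisons. From stage 9-10 to stage 12 *FAS1* changed by -0.37 (adjusted p = 0.0732), *FAS2* by -0.30 (adjusted p = 0.224) and *PLL1* by 0.68 (adjusted p = 0.0160). The other probe of *PLL1* rose by 1.33, and with the mean of both probes *PLL1* was called higher at stage 12. The genes expressed in placentae that the paper compared with are not used here.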

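By the fitted change, the 5 largest falls of called genes from stage 9-10 to stage 12 were those of *MEE48* (AT4G14080), *MS2* (AT3G11980), AT5G44540, *ACOS5* (AT1G62940) and *LTP12* (AT3G51590). All of them were well above background on the 6 arrays of stages 9-10 and 11, and at stage 12 only *LTP12* was, on 1 array. They were at least 242-fold, 154-fold, 155-fold, 146-fold and 205-fold lower at stage 12 (limma, adjusted p of 7.71e-06, 1.67e-05, 2e-05, 1.83e-05 and 9.38e-05). *MEE48*, *MS2* and *ACOS5* are among 14 genes listed for their expression in the tapetum, a tissue of the anther, of which 13 were well above background on all arrays of stage 9-10.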

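Of 15 meristem genes tested, 8 were called lower at stage 12 than at stage 9-10 and 0 higher by limma, by the methods' t-test or at an unadjusted limma p under 0.05. The list's median log2 fold change was -1.25, with 14 negative changes and 1 positive (camera, adjusted p = 0.000640). All 8 called genes are genes that the paper names, *WUS*, *CUC1*, *CUC2*, *CUC3*, *ULT2*, *AS2*, *ANT* and *KNAT2*, and for them the list adds no independent evidence. Of 23 cell division genes 3 were called lower, *CYC1BAT* (AT5G06150) with -1.37 (standard error 0.18, limma, adjusted p = 0.000759), *CDKB2;1* with -1.22 and *SYP111* with -1.05. All 23 changes were negative, with a median of -0.57 (camera, adjusted p = 9.17e-06), and 0 genes were higher at an unadjusted limma p under 0.05 or in the methods' t-test, against 17 lower at that p.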

The genes highly expressed in ovule primordia initiation have similar characteristics to meristem tissue, which is repressed in ovule development, suggesting that the genes regulating ovule initiation might be different from the genes regulating ovule development.

### Homeostasis of PIN1 and auxin flow correlate asynchronous ovule primordia initiation

Unlike the process of lateral root primordia initiation from pericycle cells, ovule primordia initiate from the subepidermal layers by periclinal division (Vaughan, 1995). Previous research has reported that new primordium initiates between the old primordia in SAM (Heisler et al., 2005; Smith et al., 2006). After initiation of older primordia, new primordium is identified in the enlarged area between old primordia (Heisler et al., 2005). PIN1 expression gradually increases in new primordium and its neighboring cells, and PIN1 polarity points to the new primordium (Heisler et al., 2005). DR5 signal gradually appears at the top of the primordium (Heisler et al., 2005). After protrusion of the primordium, the expression of PIN1 decreases significantly, and the polarity of PIN1-GFP in epidermal cells at the base of the primordium reverses towards the center of meristem and adjacent areas (Heisler et al., 2005). DR5 signal continues to be expressed during the initiation process (Heisler et al., 2005).

Whereas the SAM is dome shaped, the placenta is the linear structure and the ovule primordia are distributed linearly among the placenta, whereas leaf and flower primordia are distributed among a circle of the central zone of the SAM. Our results reveal the dynamic distribution of PIN1 in placenta. During ovule primordia initiation, PIN1 expression increases on the transverse and lateral sides in some placental cells, indicative of auxin flow to form localized maxima, thus triggering the initiation of the first group of ovule primordia (Fig. 8A,B,G). After the protrusions, PIN1 polar distribution travels towards to primordia tips; thus, auxin accumulates there (Fig. 8C,D,G). As the placenta grows, PIN1 polarity may be reversed in old primordia and new PIN1 polarity occurs in the placental cells between older primordia (i.e. boundaries), which consequently initiates new protrusions (Fig. 8E-G). The computational model mimics these processes (Fig. 6). New primordium is initiated within the elongated boundary between neighboring older primordia in the SAM and placenta, indicating that there is a conserved mechanism in ovule primordia initiation. When gynoecium is treated with NPA, PIN1 polar distribution is dramatically reduced and auxin response maxima still form in existing primordia tips but at a much lower level (Fig. 5). Importantly, there is no re-localization of PIN1 to the boundaries, which arrests new ovule primordia initiation, although the old primordia can keep growing (Fig. 5; Fig. S4).

Our results also illustrate that modified BR signals change the placenta size and ovule initiation. The decreased ovule density of *bin2-1* and the increased ovule density of *bzr1-1D* (Fig. 7J,L) indicate that BR not only promotes placenta elongation, but also stimulates ovule primordia initiation. Our previous work reported that BR positively regulated ovule number through transcriptional regulation of early ovule development-related genes *ANT*, *HLL* and *AP2* (Schneitz et al., 1998; Huang et al., 2013). Here, we have found another way for BR to promote ovule initiation: by strengthening auxin response. The interaction of BR with auxin in root development has been well investigated (Hardtke, 2007; Cho et al., 2014; Oh et al., 2014; Tian et al., 2018; Sun et al., 2020), and our results reveal that the integration of BR and auxin promotes ovule development, indicating that the interaction of BR and auxin contributes to another developmental process.

In conclusion, our results show that ovule primordia initiate asynchronously. The accurate localization of PIN1, the formation of local auxin response maxima and elongation of the placenta are the main factors that determine this asynchrony initiation. Hormone signaling remains active and is modulated accurately to regulate ovule development.

## MATERIALS AND METHODS

### Plant material and growth conditions

*Arabidopsis thaliana* (Columbia-0) from ABRC (http://www.arabidopsis.org/) was used as wild-type or transgenic material, and plants used in this study include *bzr1-1D* (Wang et al., 2002), *bin2-1* (Li and Nam, 2002), *ProPIN1::PIN1-GFP* (Heisler et al., 2005), *ProWUS::3xVENUS-N7* (Zhang et al., 2017) and *ProKNU::KNU-VENUS* (Zhao et al., 2018), which have been described previously. Plants were grown in a 10:10:1 mix of peat substrate: vermiculite:perlite under a 16 h-light/8 h-dark photoperiod at 22±2°C. For growth on plates, surface-sterilized *Arabidopsis* seeds were placed on half-strength Murashige and Skoog (MS) basal medium. Plates were kept at 4°C for 3 days, then transferred to a growth chamber (Percival) with a 16 h-light/8 h-dark photoperiod at 22°C. The wild-type plants were transformed by the floral dip method using *Agrobacterium tumefaciens* strain GV3101.

### Plasmid construction and plant transformation

The *ProFM1::GUS* construct was generated using one-step cloning technology (Vazyme). The 880 bp sequence upstream of At4g12250 (*FM1*) was used as its promoter (*ProFM1*), as described elsewhere (Huanca-Mamani et al., 2005). *ProFM1* was cloned from genomic DNA with the primers proF and proR (proF, CGACTCTAGA**GGATCC**CATACTAGCATGTATCCAC; proR, CCGTACCCGG**GGATCC**TCGGTGGAACTTTATCGGTTT; bold nucleotides indicate the recognition sites of restriction endonuclease) containing the BamHI restriction site. The fragment was subsequently cloned into *pBI101.3* (Jefferson et al., 1987).

### Ovule analysis

For the wild type and mutants, pistils were dissected from fresh flowers at stages 8-12 under a stereoscope microscope. For DIC observations, pistils were placed in a drop of chloral hydrate solution (chloral hydrate: H_2_O: glycerol, 8:3:1) until the pistils cleared. Cleared pistils were observed under a microscope (Zeiss Axio Imager M2) with DIC optics. For SEM observations, pistils were fixed in 4% (v/v) glutaraldehyde, washed with phosphate buffer, then dehydrated using an ethanol gradient. The dehydrated pistils were coated with gold-palladium before observation under a S3400II SEM (Hitachi). CLSM of ovules was performed as described elsewhere (Christensen et al., 1997; Shi and Yang, 2011).

For GUS staining, the whole inflorescence was collected and fixed in ice-cold 80% (v/v) acetone and then vacuum infiltrated for 10 min. Tissues were then washed with GUS staining solution without X-Gluc twice and then incubated in GUS staining solution with 2 mM X-Gluc overnight at 37°C. Tissues were subsequently decolored in 70% (v/v) ethanol and then observed and photographed under a Zeiss Axio Imager M2 microscope with DIC optics.

### Fluorescent and confocal microscopy

For confocal fluorescence microscopy, pistils from flowers at stages 8-12 were fixed in 4% PFA for 1 h, then cleared in Clearsee reagent for 1 week as described previously (Kurihara et al., 2015). For cell wall staining, the cleared pistils were stained with calcofluor white (Fluorescent brightener 28; Sigma-Aldrich) for 1 h, as described elsewhere (Ursache et al., 2018). Pistils in a drop of Clearsee reagent was gently pressed under a coverslip on a conventional slide and then observed under a TCS SP8 microscope (Leica). The excitation and emission wavelengths were as follows: calcofluor white, excitation at 405 nm and emission at 425-475 nm; CFP, excitation at 445 nm and emission at 455-505 nm; strong VENUS and GFP, excitation at 488 nm and emission at 505-550 nm; tdTomato, excitation at 561 nm and emission at 575–620 nm.

### NPA and eBL treatment

For NPA and eBL treatments, we sprayed inflorescences with 10 μM NPA, 100 μM NPA (Sigma-Aldrich) or 2 μM eBL (Sigma-Aldrich) containing 0.01% (v/v) SilwetL-77. The NPA was dissolved in dimethyl sulfoxide to a stock concentration of 100 mM; mock treatments were performed with distilled water containing 0.1% (v/v) dimethyl sulfoxide and 0.01% SilwetL-77. The eBL was dissolved in ethanol to a stock concentration of 10 mM; mock treatments were performed with distilled water containing 0.2% (v/v) ethanol and 0.01% SilwetL-77. After the old flowers were removed, the remaining inflorescence was sprayed twice (in the morning and at dusk) on the first day (Li et al., 2005; Nole-Wilson et al., 2010), then kept moist in a 50 μl centrifuge tube with the same chemical solution as described previously (Li et al., 2018). After 24 h of treatment, plants were sprayed with distilled water to wash away the chemicals. The flowers from *ProPIN::PIN-GFP* and *DR5::NLS-eGFP* plants at stage 9 were dissected immediately for confocal analysis. DIC and SEM analyses were assessed after 3 or 7 days after first spraying.

### Auxin transport model in the one-dimensional placenta

In our model, cells are arranged on a one-dimensional line. The auxin is uniformly distributed in a cell, and its concentration in cell * *is denoted by *a*_*i*_. The auxin efflux carrier PIN1 is unevenly distributed at the cell *i* membrane, and its density in the membrane of cell *i* towards neighboring cell *j* is denoted by *p*_*i*,*j*_. The change in auxin concentration in cell *i*(*a*_*i*_) is described elsewhere (Jönsson et al., 2006; Smith et al., 2006; Fujita and Kawaguchi, 2018).(1)
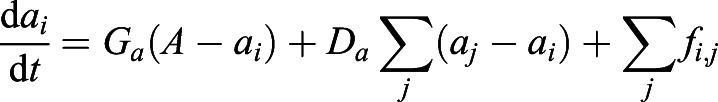
and(2)
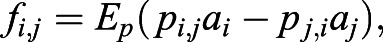
where cell *j* is the neighbor of cell *i*, *G*_*a*_ is the degradation rate, *A* is related to the synthesis rate, *D*_*a*_ is the diffusion coefficient, *E*_*p*_ is the efficiency of the PIN1 efflux carrier, and *f*_*i*,*j*_(=*f*_*j*,*i*_) is the net flow of auxin by PIN1 from cell *i* to cell *j*, consisting of auxin efflux and influx. The first term of the right-hand side of Eqn 1 indicates that auxin is constantly synthesized and degraded at a constant rate; the second term indicates that auxin is transported by PIN1; the third term represents the diffusion of auxin between neighboring cells.

The change in PIN1 density (*p*_*i*,*j*_) is described as follows:(3)
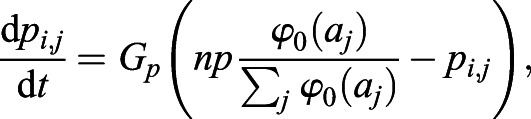
where *G*_*p*_ is the degradation rate, *n* is the number of neighboring cells, *p* is a constant related to PIN1 density and φ_0_(*a*_*j*_) is the regulatory function for PIN1 polarization (Fig. 5C). PIN1 is localized to the cell membrane, depending on the auxin concentration in neighboring cells and is degraded at a constant rate. The total amount of PIN1 in cell *i*, 
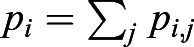
, satisfies the following equation:(4)
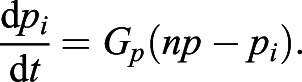

The above equation indicates that the stable equilibrium of *p*_*i*_ is *np*. Thus, equilibria of *a*_*i*_ and *p*_*i*,*j*_ are given, respectively, by the following:(5)
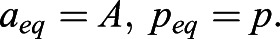

When *G*_*p*_ is sufficiently large, *p*_*i*,*j*_ quickly approaches equilibrium:(6)
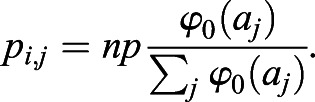
To simplify the model, φ_0_(*a*_*j*_)=*a*_*j*_ and Eqns 1-3 can be simplified as follows:(hbox7)
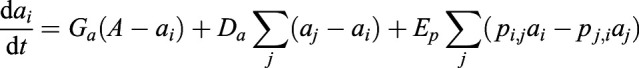
and(8)
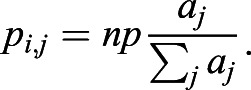
In this paper, auxin-regulated ovule development is simplified to a one-dimensional periodic boundary problem. Therefore, *j*=*i*±1 and *n*=2 in Eqns 7 and 8.

### Cell growth and division

The growth of the placenta is a macroscopic manifestation of cell growth and division. Therefore, to simulate placental growth, we need to consider cell growth and division. As our model is one-dimensional, we only consider the growth and division of cells along the length of the placenta. Cell growth satisfies the following equation:(9)
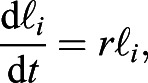
where ℓ_*i*_ is the length of the cell and *r* is the growth rate of cells, which is usually associated with auxin levels in the cells.

As the cells grow, the cell length, ℓ_*i*_, continues to grow. When ℓ_*i*_ is greater than a division threshold ℓ_div_, the cell divides into two equal-length daughter cells, both of which share the auxin of the mother cell:(10)
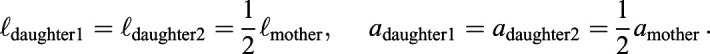

The model was implemented in MATLAB (https://www.mathworks.com). The differential Eqns 7 and 9 were solved by the difference method. At the initial time, the simulation system consisted of 50 cells of length 1, each with an auxin level of *a*=0.95+0.03(1−*i*/50)^2^+0.02*θ*, where *θ* is a random number uniformly distributed from 0 to 1. This will result in a slightly higher initial auxin level at the base than at the apex. We used the following parameters in the model: simulation time step Δ*t*=5×10^−4^, *D*_*a*_=0.5, PIN1 density constant *p*=1, efficiency of PIN1 efflux carrier *E*_*p*_=1, auxin degradation rate *G*_*a*_=0.1, cell length threshold ℓ_div_=4 and cell growth rate *r*=0.01.

### Microarray analysis

The microarray experiment samples were collected from wild type. More than 3 μg pistils was collected at stage 9-10 (S1), stage 11 (S2) and stage 12 (S3) with three biological replicates. The Agilent Arabidopsis (V4) Gene Expression Microarray (4*44K, Design ID:021169) was used in the experiment. Microarray experiments were conducted by OE Biotech using an Agilent Microarray Scanner G2505C. The original data were extracted from the scanned images using Feature Extraction software 10.7.1.1 (Agilent Technologies) and imported into Genespring software 13.1 (Agilent Technologies), using the quantile method to standardize the results. The results include the original signal values, normalized signal values and detailed annotation information. The DEGs were identified by the fold change of normalized signal values≥2 and *P*≤0.05 (*t*-test). The hierarchical clustering analysis, KEGG pathways and Gene Ontology enrichment of DEGs was produced by the OE Biotech Analysis Team.

### Quantification and statistical analysis

Placenta and ovule length measurements were made using ImageJ (https://imagej.nih.gov/ij/). In each related experiment, the number of repeats (*n*), sample sizes and *P*-values are indicated in the figure legends or in the Results section. Statistical significance was calculated using Student's *t*-test or one-way ANOVA with Prism7 (https://www.graphpad.com/scientific-software/prism/) and is indicated in the legends.

## Supplementary Material

Supplementary information

# Supplementary material for: Asynchrony of ovule primordia initiation in Arabidopsis
**Source:** Development. 2020 Dec 23;147(24):dev196618. doi: 10.1242/dev.196618
**Supplement:** Supplementary information

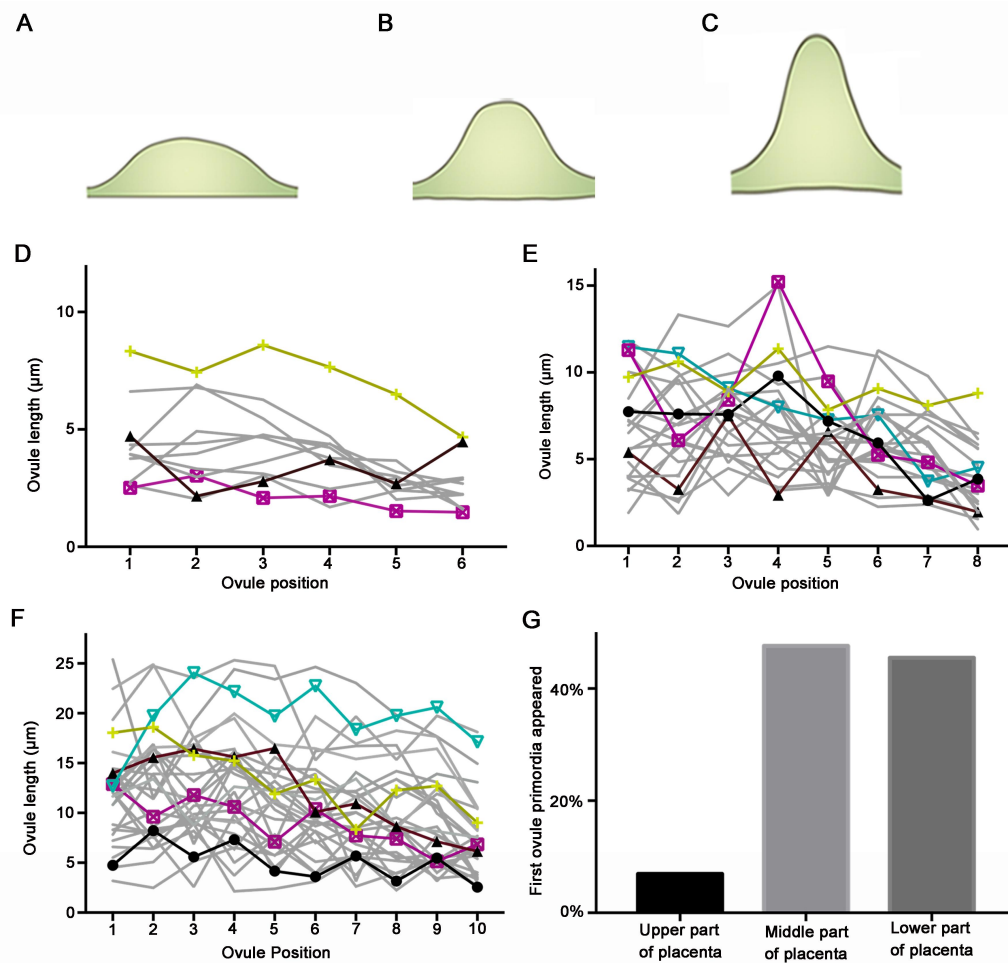

**Figure S1. Quantification of ovule primordia height in different placentae at representative stages.**

(A–C) The sketch of different ovule primordia shapes at stage 9 to stage 10: O1 shown small-bump-shaped (A), O2 shown dome-shaped (B), and O3 shown finger-shaped (C).

(D) Ovule primordia height at stage 9a: 6 ovules per placenta ( $n=11$ ).

(E) Ovule primordia height at stage 9b: 8 ovules per placenta ( $n=24$ ).

(F) Ovule primordia height at stage 9c: 10 ovules per placenta ( $n=32$ ).

(G) Proportions of parts of the placenta where the first ovule protrudes ( $n=187$ ).

Differently colored lines highlight the representative placenta in (D–E).

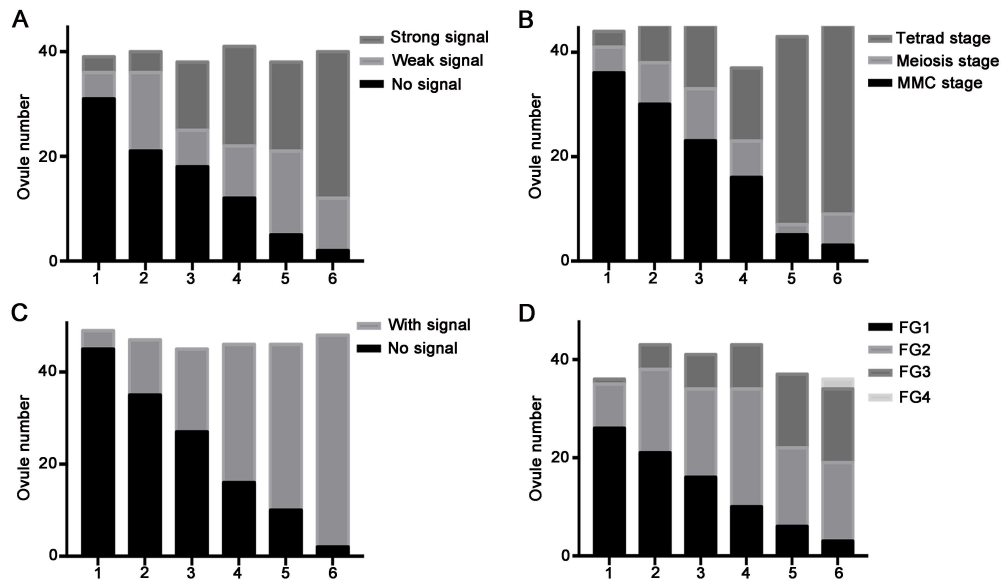

**Figure S2. Quantification of ovule number with different signals at different stages.**

(A) Representative pistils at megaspore mother cell (MMC) differentiation stage, according to KUN-VENUS expression pattern ( $n=15$ ).

(B) Representative pistil at the meiosis stage, according to KUN-VENUS expression pattern ( $n=15$ ).

(C) Representative pistil at function magaspore (FM) differentiation stage, according to *ProFMI::GUS* expression pattern ( $n=46$ ).

(D) Representative pistil at the meiosis stage, according to CLSM observations ( $n=10$ ).

Every column represents an independent pistil in (A–D).

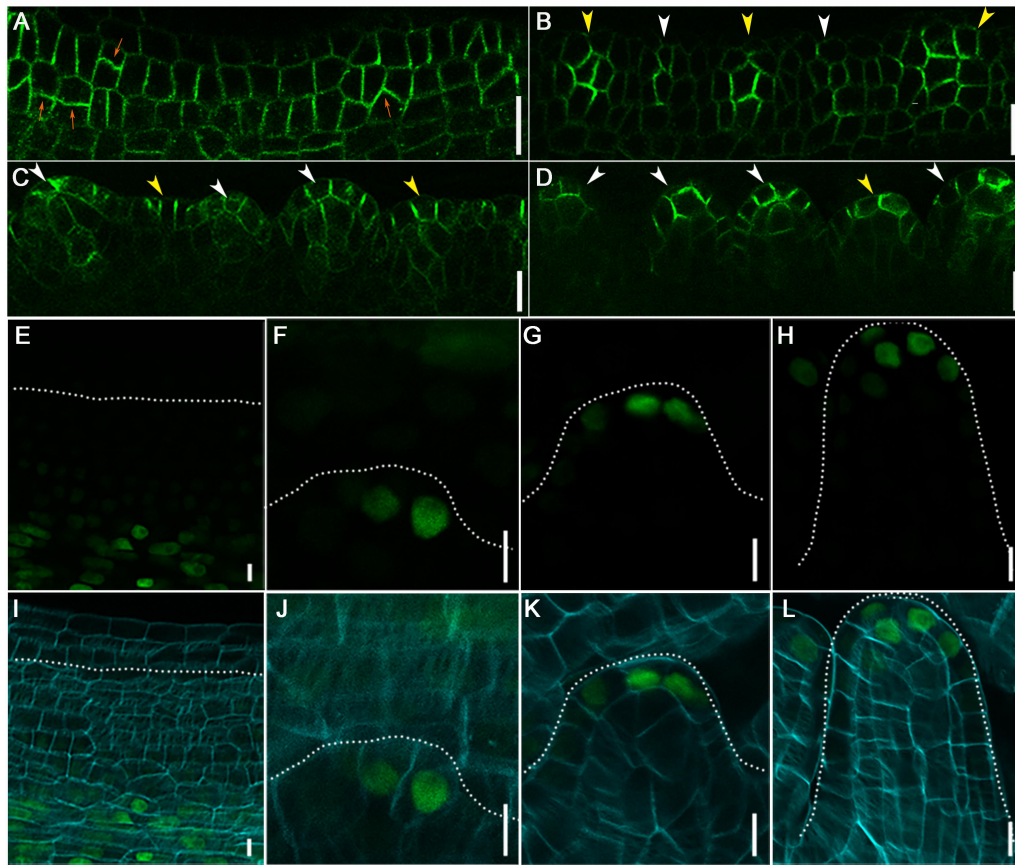

**Figure S3. The distribution of *ProPIN::PIN-GFP* and *DR5::NLS-eGFP* in ovule primordia initiation process.**

(A–D) *ProPIN1::PIN1-GFP* distribution in placenta at stage 8 (A), stage 9a (B), stage 9b (C), and stage 9c (D). Orange arrows point the cells in which the division direction changing, yellow arrowheads mark the young ovule primordia, white arrowheads mark the old ovule primordia (B–D).

(E–L) *DR5::NLS-eGFP* level and distribution. (E–H) *DR5::NLS-eGFP* merged with calcofluor white (cyan) stained cell wall. Dotted lines highlight the placenta in (E and I) and initiated ovule primordia in (F–H) and (J–L).

Bars = 20  $\mu$ m in (A–D), 5  $\mu$ m in (E–L).

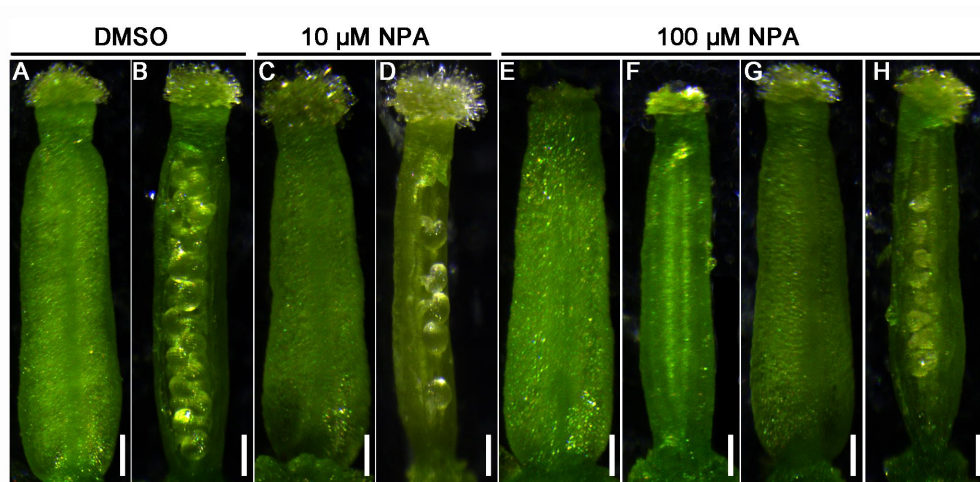

**Figure S4. NPA treatment in different concentrations.**

(A–B) The gynoecium (A) and ovules (B) at flower developmental stage 12 under DMSO treatment.

(C–D) The gynoecium (C) and ovule (D) at flower developmental stage 12 under 10  $\mu\text{M}$  NPA treatment.

(E–H) The gynoecium (E, G), placenta (no ovule) (F), and ovule (H) at flower developmental stage 12 under 100  $\mu\text{M}$  NPA treatment.

The gynoecium was harvested for observation at 7 days after treatment.

Bar = 100  $\mu\text{m}$ .

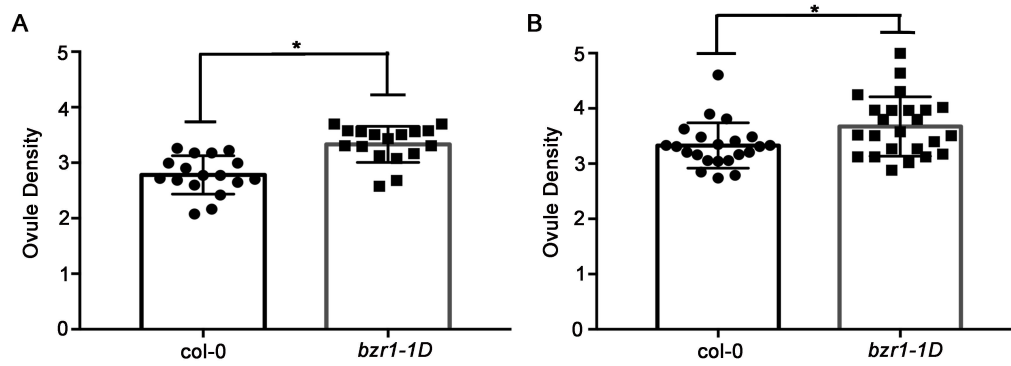

**Figure S5. Ovule density in *bzip1-1D*.**

(A) Ovule density at stage 9a, ovule density means the ratio of the ovule number to the placenta length per 100  $\mu\text{m}$ .

(B) Ovule density at stage 9c.

The data are mean  $\pm$  s.d.;  $n > 15$  in every group (one-way ANOVA;  $P$ -value  $< 0.05$ ).

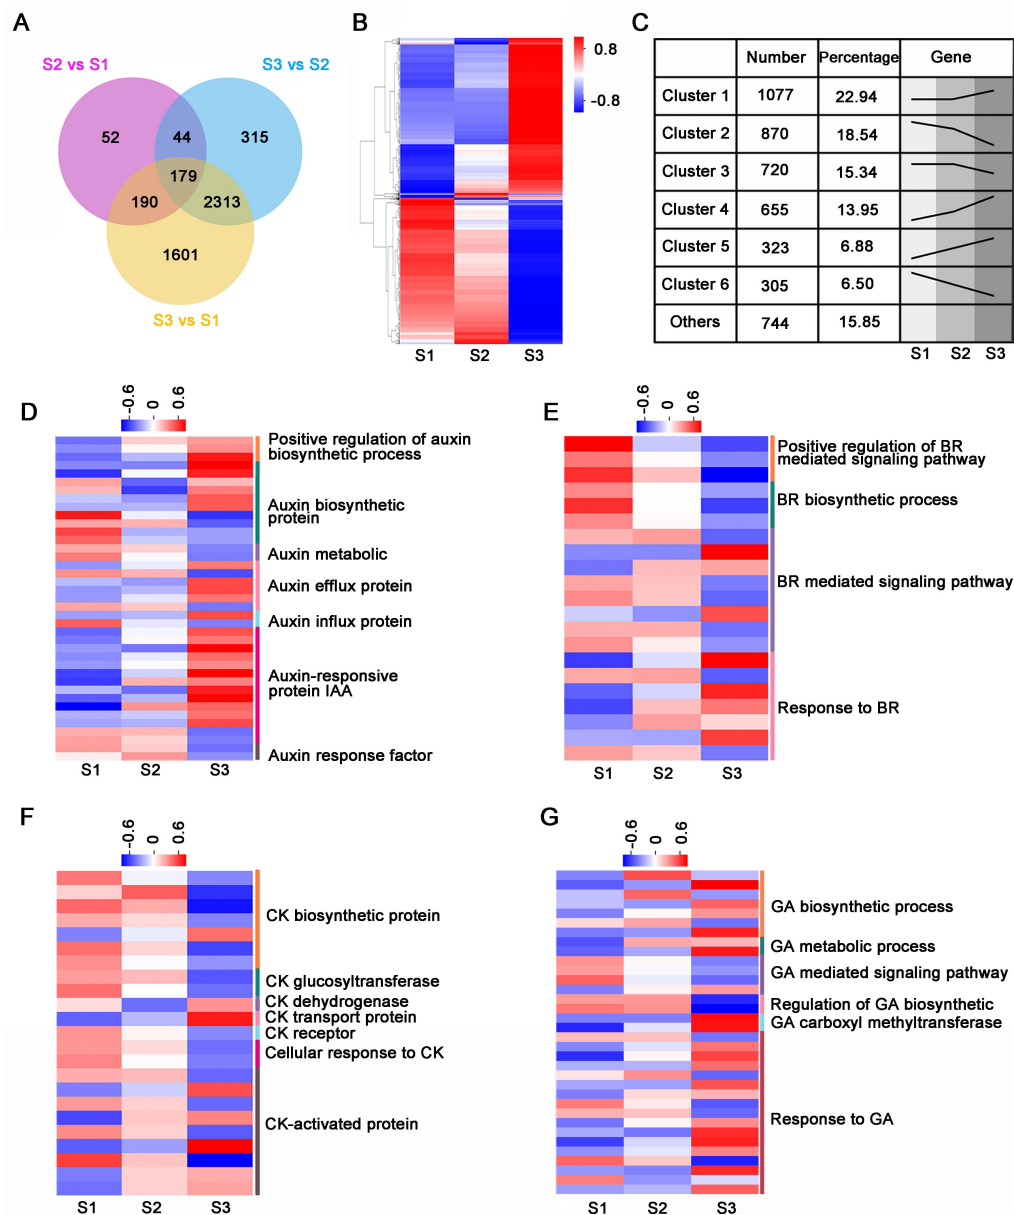

**Figure S6. Microarray Analysis of the differentially expressed genes (DEGs) in ovule development at stage 9–10 (S1), stage 11 (S2), and stage 12 (S3).**

(A) The number of DEGs between S1, S2, and S3.

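Fig. S6A counts the genes whose normalized signal differed between each pair of stages. In the limma fit, 28 genes were called between stage 11 and stage 9-10, 16 of them higher at stage 11 and 12 lower, while 2669 genes had an unadjusted p of 0.05 or less. This count moved under most alternatives, from 0 when only the arrays of the stages compared were in the fit to 765 with unadjusted limma p-values, and it was 480 with the methods' t-test and unadjusted p-values. Without replicate 2 of stage 11, 290 genes were called, and without replicate 1 or 3 of stage 12 the count was 2. Between stage 12 and stage 11, 2573 genes were called, and between stage 12 and stage 9-10, 3463 genes. The replicates of the stages did not overlap at 19.8% of the genes tested for stage 11 against stage 9-10, at 42.8% for stage 12 against stage 11 and at 58.7% for stage 12 against stage 9-10, where chance gives 10%. For stage 11 against stage 9-10, the largest measured rise among the called genes was that of AT4G35160, with a log2 fold change of 3.13 (standard error 0.36, limma, adjusted p = 0.0292), and its other probe rose less from stage 9-10 to stage 12, by 1.07 on the log2 scale against 5.39. *CYP96A4* rose by 2.10 on the log2 scale (adjusted p = 0.00321), and *CHIA* was at least 1.52-fold higher at stage 11, well above background on the 3 arrays of stage 11 and on no array of the other stages. The largest measured fall was that of AT3G52130, with a log2 fold change of -4.07 (adjusted p = 0.0264), followed by AT3G07450 with -3.73 (adjusted p = 0.0292). AT5G24820, AT3G17675 and AT5G62065 were at least 16.1-fold, 10.2-fold and 6.03-fold lower at stage 11, with no array of stage 11 well above background. *MYB26* and AT2G29170 were called higher at stage 11, but were well above background on too few arrays of both stages to give a fold. Of these 10 genes, only *CYP96A4* was still called with each array left out in turn, and none was called when slide was a term of the fit.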

(B) Heatmap of DEGs in S1, S2, and S3. 

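When the 9 arrays were divided into 3 groups over the called genes, the groups were the 3 stages. Over all genes tested, the same division set apart the 3 arrays of stage 12 and replicate 3 of stage 11, and left the other two arrays of stage 11 with the 3 arrays of stage 9-10. The first division of the tree lay at a height of 0.111 (1 minus r) and the next at 0.0288. The Euclidean distance between stage means over the tested genes was 68.4 for stages 9-10 and 11, 171 for stages 11 and 12 and 189 for stages 9-10 and 12.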

The scale bar indicates the normalized signal value.

(C) These DEGs are clustered into main six clusters (1–6) based on their expression patterns in (B).

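Fig. S6C groups the called genes by the course of their signal over the 3 stages. Ordered by stage means, 1625 called genes rose at both steps, 651 fell at stage 11 and were highest at stage 12, and 383 rose at stage 11 and were lowest at stage 12. Only 28 were highest at stage 11 and lowest at stage 9-10, and 13 were highest at stage 9-10 and lowest at stage 11. Most of these orders rest on the stage 12 means, since 28 genes were called between stage 11 and stage 9-10.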

(D–G) Heat map visualizes the expression patterns of DEGs in the auxin signaling pathway (D), brassinosteroid signaling pathway (E), cytokinin signaling pathway (F), gibberellin signaling pathway (G). The scale bar indicates the normalized signal value.

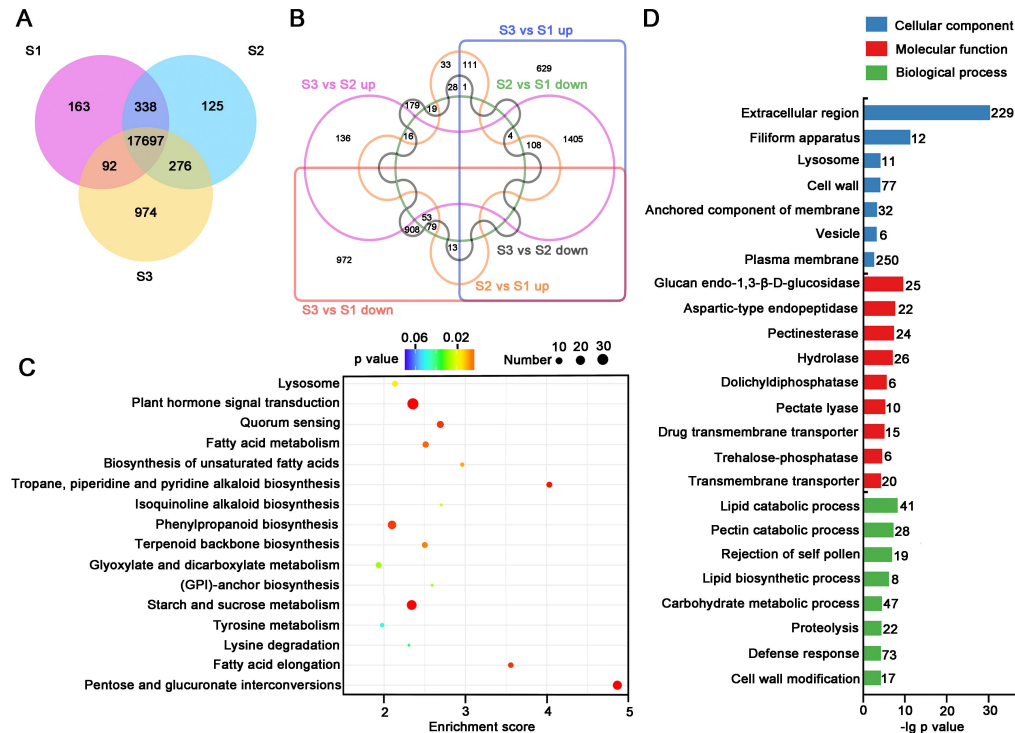

**Figure S7. Overview of the detected genes and transcriptomic analysis of DEGs of pistils at stage 9–12.**

(A) All genes we detected in stage 9–10 (S1), stage 11 (S2), stage 12 (S3).

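Fig. S7A counts the genes detected at each stage. Taking a gene as detected where its probe was well above background on all 3 arrays of the stage, 18293 genes were detected at stage 9-10, 18444 at stage 11 and 19050 at stage 12. At all 3 stages 17697 genes were detected, a number that Fig. S7A also prints, and the 276 genes detected at stages 11 and 12 but not at stage 9-10 equal another number printed there. A further 164 genes were detected only at stage 9-10, 127 only at stage 11 and 989 only at stage 12. Another 344 were detected at stages 9-10 and 11 and 88 at stages 9-10 and 12. Counting probes in place of genes moved the counts most, to 28565, 28788 and 29365. The median local background of the stage 12 arrays was 35 to 42, against 27 to 31 on the arrays of the earlier stages.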

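Fig. S7B divides the called genes into those upregulated and those downregulated at the later stage. Among the genes called at stage 12, 1657 were higher and 916 lower than at stage 11 (64.4% higher), and 2193 were higher and 1270 lower than at stage 9-10 (63.3% higher). With the 75th percentile of each array as the scale in place of quantile normalization, 76.3% and 76.4% of the called genes were higher. The replicates did not overlap at 2557 of the 2573 genes called against stage 11 and at 3448 of the 3463 called against stage 9-10. From stage 11 to stage 12, the largest fitted rises of called genes were those of *GILT* and AT5G49180, followed by *MYB21*, AT4G12890 and *DELTA-VPE*, which were at least 1527-fold, 976-fold, 462-fold, 798-fold and 236-fold higher at stage 12 (limma, adjusted p between 1.36e-06 and 0.000248). *LTP12*, *TSM1*, *SHT*, AT5G16960 and AT4G28397 had the largest fitted falls and were at least 831-fold, 378-fold, 312-fold, 233-fold and 157-fold lower at stage 12 (adjusted p between 2.02e-05 and 0.000142). Of these, *LTP12* was well above background on 1 of the 3 arrays of stage 12 and the other 4 falling genes on none.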

(B) Overview of DEGs (upregulated and downregulated) between S1, S2, and S3.

(C) KEGG analysis shows that diverse pathways are enriched among the DEGs between S1, S2, and S3.

(D) Gene Ontology analysis of the DEGs between S1, S2, and S3. 

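Fig. S7D gives the number of called genes in each enriched term. By words in the gene annotation, the largest share after the smallest class was that of pectinesterase, with 59 of 86 annotated genes called (odds ratio 9.85, one-sided Fisher's exact test, adjusted p = 2.58e-23), and 52 of these were called higher at stage 12 than at stage 9-10. Of 8 self-incompatibility protein genes 7 were called (adjusted p = 0.000133), of 150 lipase genes 52 (adjusted p = 5.74e-06), of 22 pectate lyase genes 11 (adjusted p = 0.00171), of 29 transmembrane transporter genes 11 (adjusted p = 0.0199), of 40 aspartic protease genes 13 (adjusted p = 0.037) and of 14 trehalose-phosphatase genes 6 (adjusted p = 0.0418). Among 9 genes annotated as a glucan endo-1,3-beta-glucosidase 3 were called, and this class did not pass the threshold (adjusted p = 0.244). With the genes called higher at stage 12 alone, aspartic protease no longer passed (adjusted p = 0.27).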

The numbers next to the column indicate the gene number.

**Table S1. List of Differentially Expressed Genes in S1-S3.**

[Click here to Download Table S1](#)

**Table S2. Genes involved in auxin, brassinosteroid, cytokinin, and gibberellin signaling among the DEGs.**

[Click here to Download Table S2](#)

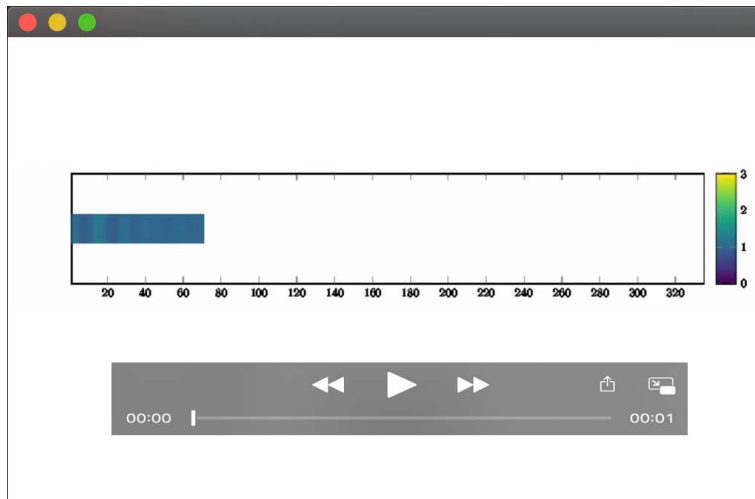

**Movie 1. A computational model for auxin-regulated ovule initiation**

How the deposited data were processed for this re-analysis (not part of the article)

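The microarray experiment measured RNA of wild-type pistils at stage 9-10, stage 11 and stage 12, with 3 biological replicates per stage and 1 array per replicate, on the Agilent *Arabidopsis* V4 array with one dye. The authors extracted the signals from the scanned images with Feature Extraction and deposited its output per spot for each array. The signal used is the processed signal, a linear intensity that the authors deposited after Feature Extraction had corrected it for background and for trends within the array, and for the normexp alternative the mean signal and the median local background of each spot, also intensities. None of these values is normalized between arrays, and the normalized signal values that the paper took from GeneSpring were not used here. Samples were assigned to stages by their labels, which match the groups of the methods. The names of the deposited files give replicates 1 and 2 of stage 11 the same number, and although these are different arrays on different slides, their replicate numbers rest on the labels alone.

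Each array held 43803 non-control spots and 1417 control spots. Of the 43603 probes, 50 were spotted 5 times and were averaged over their spots, 16 probes were left out because their spot was marked as uneven or as an outlier on an array, and no spot was saturated. Probes were matched to genes of the reference annotation through the transcript accession (34358 probes), or else through the locus tag in the probe's gene name (1880) or description (8), while 7357 matched no gene and were not used. For 15 probes the accession and the gene name pointed to different genes, and the accession was followed. The probes covered 26342 genes, 7609 of them with several probes, and a gene was represented by the probe with the highest mean log2 signal over the 9 arrays. Gene names and annotation come from the reference annotation, which was used for names only.

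Signals were put on the log2 scale and quantile-normalized between the arrays over all non-control probes. A gene was tested where its probe was well above background, by Feature Extraction's flag, on all 3 arrays of at least 1 stage, which left 19685 genes. The median number of spots well above background per array was 29662 at stage 9-10, 30117 at stage 11 and 30652 at stage 12, so that the arrays were alike in how much they detected, and the number of arrays limits the precision. Stages were compared with limma (lmFit and eBayes) in one fit with a mean per stage and 6 residual degrees of freedom, and genes were called at a fold change of 2 or more and a Benjamini-Hochberg adjusted p of 0.05 or less. The paper's methods name a t-test and give no adjustment, and limma was used in its place because each stage has 3 arrays. Where a gene was well above background on fewer than 3 arrays of a stage, fold changes against that stage are lower bounds, computed against the gene's own signal or the lowest signal of any probe well above background on that array, whichever is higher. Where neither stage had 3 such arrays, or where the difference did not exceed the floor, no fold is given.

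The stages were compared as a whole by Pearson's r across genes, Euclidean distance and average-linkage clustering, and the called genes were sorted by the order of their stage means, since STEM was not used. Gene lists were written for the hormone classes (auxin, BR, CK and GA), meristem genes, the cell cycle, meiosis, ovule and integument identity, the embryo sac, the transmitting tract, petal and stamen identity, the tapetum and pollen, with 413 distinct genes, and 393 of the 414 pairs of gene and name are held by the reference annotation. The RALF, WOX, UNE, MYB, WRKY and CYP families were taken by symbol. Each list of at least 5 tested genes was tested with camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation as alternatives. Annotation words were tested with a one-sided Fisher's exact test against the 15389 tested genes that have an annotation, with Benjamini-Hochberg adjustment over the 11 words. Genes are named by rule: those that the paper names, the called genes with the 5 largest fitted rises and the 5 largest fitted falls of each comparison whose replicates do not overlap, and the called members of each list with the largest rise and the largest fall. The result of 1 gene that this rule covers is left out of the text. Further members of lists with few calls are named as well and were chosen after their values were seen.

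The fits, thresholds, tests of lists and words, gene lists, annotation words, naming rule and alternative settings were chosen before the data were examined, and the closing section names the tests that were chosen later. The alternatives were scaling by the 75th percentile of each array, cyclic loess normalization, normexp background correction with an offset of 50, no filter on dim probes, filters of 2 of 3 arrays, of all 9 arrays or by another flag of Feature Extraction, the mean of a gene's probes, the methods' t-test with and without adjustment, limma with unadjusted p-values, with an intensity trend and robust prior, with only the stages compared in the fit and with a minimum fold of 2 as null hypothesis, replicate number or slide as a block, and each array left out in turn. The closing section gives the effect of each alternative. A self-test on simulated data, with the measured noise and 200 of 19685 genes changed by 2 on the log2 scale, recovered 83%, 87% and 84% of the changed genes in the 3 comparisons, none in the wrong direction, with 3, 3 and 6 other genes called.

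The computations used R 4.3.3, limma 3.58.1 and data.table 1.17.8, and the figures Python 3.11.15, matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3. Random lists and splits of the arrays were drawn with a fixed seed of 1. The KEGG and GO enrichment, the STEM clusters, and the comparisons with published lists of genes of the placenta were left out, since the tables behind them were not used here, and so were Tables S1 and S2. The imaging and modeling experiments of the paper were not analysed here.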

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

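The tests of other probes, of a shift shared by the genes of a list and of stage 12 replicate 3 were chosen only after the result was seen, while the test of the stamen and petal genes was chosen before.

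Of 14 tapetum genes on the array, 13 were well above background on all 3 arrays of stage 9-10, 12 on all 3 of stage 11 and 3 on all 3 of stage 12. The result stood out because it is a signal in genes that the paper does not discuss and that are known from the anther, while the samples are gynoecia and no anther sample was used here. The highest of these genes at stage 9-10 were *LAP5*, *MEE48* and *LAP6*, at the 77.4, 73.2 and 69.9 percentile of the tested genes, and *MS2* and *ACOS5* were at the 61.6 and 60.1 percentile. From stage 9-10 to stage 12, 11 of the 13 tested genes were called lower and 0 higher by limma, by the methods' t-test or at an unadjusted p under 0.05, with a median log2 fold change of -7.00, or -6.17 with genes under background at their bound and -4.30 with normexp (camera, adjusted p = 1.26e-06). None of the genes is named by the paper, and *CYP703A2* and *CYP704B1* also count in the CYP family.

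Cross-hybridization of a single probe per gene was tested on the 4 tapetum genes with another probe above background. Of their other probes 3 fell from stage 9-10 to stage 12, 2 of them 2-fold or more, and the second probe of *GRP17* rose as its first did, so that cross-hybridization cannot be told apart for the genes with 1 probe. Anther RNA carried over in varying amounts would move the genes together between replicates, and a shift common to the 13 genes held 28.5% of their spread between the replicates of stages 9-10 and 11, against a median of 6.93% for 10000 matched random lists (permutation test, p = 0.0167). This result is consistent with carried-over anther RNA as a candidate explanation, but the genes did not all move alike, since at stage 11 *GRP17* and *GRP19* were highest in replicate 3 (14.65 and 14.92) and *MS2* in replicate 2 (10.56). Expression of these genes in the gynoecium itself at stage 9-10 stays open and was not tested.

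Of 14 pollen genes tested, out of 20 on the array, 11 were called higher at stage 12 than at stage 9-10 and 1 lower, *HAP2*, by a log2 fold change of -1.30 (standard error 0.21, limma, adjusted p = 0.00249), a call that was lost with the 75th percentile scale, cyclic loess or normexp background correction. The result stood out as a signal in genes of another tissue that the paper does not discuss as such. The median log2 fold change was 3.66, or 2.38 with normexp (camera, adjusted p = 0.00163), and *PGA4*, which rose most, by 4.56 (standard error 0.73, adjusted p = 0.00215), and *VGD1* reached the 90.3 and 77.2 percentile at stage 12. The paper names 5 of the listed genes, and *RALFL4* and *MYB101* also count in the RALF and MYB families. On the replicate 3 array of stage 12, 13 of the 14 genes were higher than on both other arrays, with a median difference of 2.54 on the log2 scale from the mean of these arrays.

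Stamens or petals carried over into the stage 12 samples would raise *AP3* and *PI*, which are expressed in both organs. *AP3* rose by 1.63 on the log2 scale (standard error 0.28, limma, adjusted p = 0.00294), from the 31.6 to the 52.9 percentile, and *PI* changed by -1.28 (standard error 0.45, adjusted p = 0.0544), from the 50.6 to the 32.3 percentile, so that the genes moved in opposite directions and carried-over organs cannot be told apart. Both genes were already well above background at stage 9-10, so that their change is not measured from samples known to be free of these organs. A difference of the whole replicate 3 array would raise genes of like signal and like rise as much, and among 10000 such random lists the median difference was 0.38, which argues against it (permutation test, p = 0.0008). Unequal amounts of pollen RNA would give the genes a common shift, which held 78.7% of their spread between the 3 arrays against a median of 7.88% for matched random lists (permutation test, p = 0.0001, the smallest p that 10000 lists can give), but this restates that these genes are higher on the replicate 3 array, so that unequal amounts of pollen RNA and the other sources cannot be told apart by it. If replicate 3 had been collected later in stage 12, the embryo sac genes would be higher in it too, and their median was 1.2 higher on the log2 scale than in replicates 1 and 2, with 11 of 12 genes above the mean of these arrays, against 0.33 for matched random lists (permutation test, p = 0.016). At stage 9-10 all tested pollen genes except *PPME1* and *CPK17*, some of them under background, were also highest in replicate 3. At stage 11 the exceptions were *PPME1*, *CPK17*, *ANX1*, *HAP2*, *MGH3* and *MYB101*. *PGA4* had 9.53 and 9.62 in replicate 3 of these stages, against at most 8.18 and 8.67 in the others. Later collection within stage 12 would not give this earlier difference, whose cause was not tested. Pollen RNA and later collection stay open for the stage 12 arrays, and a rise of pollen-expressed genes in the gynoecium itself was not tested.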

How the results depend on the processing

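No test reported in this part was chosen only after the result was seen. No called gene that the text names and no list that passed camera changed its direction, while the medians of some lists that did not pass, such as those of the CK response and WRKY genes, and the change of *ASL1*, which was not called from stage 9-10 to stage 12, changed sign under other settings. Of the comparisons of counts and similarities with another setting, 110 stayed within the limits set and 42 moved, and with an array left out 91 stayed and 8 moved. For single genes, 1608 comparisons with other settings kept the direction and the side of the threshold, 105 lost the call, 1 gained it and 2 moved, and with an array left out 920 kept them, 69 lost the call and 1 moved. For single gene lists the numbers were 313 kept, 26 lost, 12 gained and 9 moved, and 265 kept and 5 moved with an array left out, and for annotation words 24 kept and 9 lost.

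The 28 genes called between stage 11 and stage 9-10 became 101 with the 75th percentile scale, 55 with cyclic loess, 12 with the genes above background on all 9 arrays, 70 with an intensity trend and robust prior, 765 with unadjusted limma p-values and 480 with the methods' t-test unadjusted. With adjusted p-values from the methods' t-test, and with limma on only the stages compared, 0 genes were called, and against a minimum fold of 2 it was 1. Slide as a block left 4, of which 1 was among the 28. With arrays left out the count ran from 2 to 290, the highest without replicate 2 of stage 11, where all 28 genes were among those called. The other two comparisons stayed between 2109 and 2586 and between 3032 and 3490 with arrays left out, and the count over any comparison between 3234 and 3733. The cause of these changes was not tested, except that fewer arrays or genes entered some of the fits.

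Between stage 12 and stage 11, normexp background correction called 1633 genes, the genes above background on all 9 arrays 1313, adjusted p-values of the methods' t-test 1237 and a minimum fold of 2 953. Between stage 12 and stage 9-10 normexp called 2203, the genes above background on all 9 arrays 2002 and the minimum fold 1495, and over any comparison these settings called 2390, 2164 and 1574. Fewer genes were tested with the filter on all 9 arrays, and the minimum fold is a stricter test by construction. Of the called genes, those with the highest mean at stage 9-10 were 644 with the 75th percentile scale, 542 with normexp and 347 with the minimum fold. At stage 11 they were 241 with normexp, 205 with the filter on all 9 arrays and 161 with the minimum fold, and at stage 12 they were 1253 with the filter on all 9 arrays and 1066 with the minimum fold. With arrays left out they ran from 869 to 1067, from 314 to 454 and from 2051 to 2283. The share of genes called higher moved by over 10 points with the 75th percentile scale, to 75.2% for stage 11 against stage 9-10 and to 76.3% and 76.4% for stage 12 against stage 11 and stage 9-10, and with cyclic loess to 72.7% for stage 11 against stage 9-10 and to 73.6% for stage 12 against stage 9-10. For stage 11 against stage 9-10, where few genes were called, it was also 44.0% with normexp, 83.3% with the filter on all 9 arrays, 67.8% with unadjusted limma p-values, 71.4% with the replicate block and 75% with the slide block, against 57.1% in the fit used throughout. No scaling moved the median log2 change of all genes by 0.1 or more.

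Counting probes, 28565, 28788 and 29365 were detected at stages 9-10, 11 and 12 and 30565 at any stage, since a gene can have several probes. Spearman's correlation between stage means was 0.958 for stages 11 and 12 and 0.946 for stages 9-10 and 12, and over called genes only Pearson's r was 0.952 for stages 9-10 and 11, 0.622 for stages 11 and 12 and 0.554 for stages 9-10 and 12. With arrays left out r stayed between 0.981 and 0.988, 0.899 and 0.919, and 0.881 and 0.901. Of the gene lists, fry called 25, camera with an estimated correlation 0 (5 at an unadjusted p under 0.05) and the filter on all 9 arrays, which leaves out genes that rose from or fell to background, left 7, and 14 passed with any array left out. Among the genes called lower at stage 12, 0 annotation words passed. Camera was not run for the alternatives that change only the test and for the slide block.

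The replicate numbers were checked as pairs. Across genes, the deviations of arrays with the same number from their stage means correlated at r between -0.09 and 0.33. Of the 9 pairs, 4 were over 0.1. Arrays with unlike numbers were not compared, so these values cannot show whether the same number marks related arrays. With replicate number as a block, limma called 14 genes for stage 11 against stage 9-10, 9 of them among the 28, and 2589 and 3473 for stage 12 against stage 11 and stage 9-10. As a random block, slide had a consensus correlation of -0.0711 and left 2684 and 3574 genes in these comparisons. A fixed slide term was used only for stage 11 against stage 9-10, since stage 12 was alone on its slide.

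Signal over background limits the dim genes. The lowest log2 normalized signal of a probe well above background was between 4.44 and 4.51 on the arrays of stage 9-10, between 4.08 and 4.32 at stage 11 and between 3.67 and 4.08 at stage 12, with an array median of 8.01, and fold changes against a stage under this level are bounds.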

Differences from the paper's values

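No test in this part was chosen only after the result was seen. Fig. S6A shows about 470 genes that differ between stage 11 and stage 9-10, read by eye, and 28 were called here. Of the alternatives set before the data were examined, only the methods' t-test with unadjusted p-values, with 480 genes, is within 1.5 times the paper's value. The others are not, with 101 for the 75th percentile scale, 55 for cyclic loess, 25 for normexp, 24 without a filter, 30, 12 and 38 for the filters of 2 of 3 arrays, all 9 arrays and the other flag, 25 for the mean of probes, 0 for adjusted p-values of the methods' t-test, 765 for unadjusted limma p-values, 70 for the intensity trend and robust prior, 0 for only the stages compared, 14 for the replicate block, 4 for the slide block, 1 for the minimum fold, and between 2 and 290 with arrays left out. The number of genes called in any comparison, the number of genes tested, the other two counts of Fig. S6A and the counts of detected genes in Fig. S7A were within 1.5 times of those found here, and the paper's other counts were not compared.

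The paper describes most BR synthesis genes as going down step by step, and of 10 such genes 9 changed upward from stage 9-10 to stage 12, 3 were called higher and 0 lower by limma (1 lower at an unadjusted p under 0.05), and 1 fell at both steps. It describes BR response genes as mostly upregulated, and of 12 such genes 6 changed upward and 6 downward, with 2 called higher and 1 lower. It states that CK degradation genes were upregulated, and of 5 CK dehydrogenase genes 3 changed upward and 2 downward, with 0 called by limma (1 at an unadjusted p under 0.05) or by the methods' t-test. It states that GA biosynthetic genes were high at the latest stage, and of 8 such genes 4 changed upward and 4 downward from stage 9-10 to stage 12, with 2 called each way. These lists were written by family and need not hold the genes of Table S2.

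The paper identifies *WOX13* at stage 9-10, and here it changed by -0.64 from stage 9-10 to stage 12 (limma, adjusted p = 0.00744), under the 2-fold threshold, and was not called under any setting run.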

Other observations

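The test of the slide, the splits of the arrays and the tests of lists and genes in this part were not chosen after the result was seen, though some of the genes were named after it.

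Other splits of the 6 arrays of each comparison into 3 and 3 were put through the same fit. In each of the 3 comparisons only 1 of the 10 splits, the real one, gave as many calls, with at most 6, 1 and 0 calls in the others for stage 11 against stage 9-10, stage 12 against stage 11 and stage 12 against stage 9-10, but with 10 splits the share cannot be under 0.1, so that the splits alone cannot exclude chance for a single comparison. For the genes called in any comparison, 100 of the 280 splits of the 9 arrays into 3 groups of 3 were drawn, and 1 of them, the real split, gave as many as 3715, with 3413 in the highest other split and a median of 0 over the others, so that the count is not one that a chance split of the arrays usually gives, though the highest other split came near it.

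That the arrays of stage 12 differ most from the others may come from their slide, which held no other array. Within stage 11, replicate 1 lay on the slide of stage 9-10 and replicates 2 and 3 on another, and with slide as a term of the fit (5 residual degrees of freedom) the slide term was past the threshold at 1 gene, against 3463 genes called between stage 12 and stage 9-10. At an unadjusted p of 0.05 or less and a fold of 2 it was 323 genes, and the median absolute slide term was 0.17 on the log2 scale against 0.33 for stage 12 minus stage 9-10. These slides are not the slide of stage 12, so that the slide and the stage cannot be told apart there, and a difference of development, which the design names, stays open as well.

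Values for other cell types, by lists with stage 12 against stage 9-10, belong at no claim. Of 12 embryo sac genes tested 8 were called higher and 0 lower by limma (1 lower at an unadjusted p under 0.05, 0 in the methods' t-test), with a median log2 fold change of 3.32, or 1.65 with genes under background at their bound and 1.0 with normexp (camera, adjusted p = 0.000436), and *LURE1.1* was at least 9.73-fold higher. Of 10 genes of ovule and integument identity 3 were called higher, *ATS* by 2.59, *INO* by 1.95 and *SHP1*, and 1 lower, *ANT*, with a median of 0.34 (camera, adjusted p = 0.230), and without replicate 1 of stage 9-10 *SHP1* changed by 0.97 and was not called. Of 8 meiosis genes *SPL* (-2.88) and *DMC1* (-1.06) were called lower and 0 higher by limma, by the methods' t-test or at an unadjusted p under 0.05, with a median of -0.72, or -0.28 with the 75th percentile scale, -0.40 with cyclic loess and -0.45 with normexp (camera, adjusted p = 0.0167). Of 6 transmitting tract genes 3 were called lower, 4 when adjusted over the list alone, and *CES* higher, by 1.13, which was not called without replicate 1 of stage 9-10, with a median of -1.29 (camera, adjusted p = 0.0205). *HEC2* fell most, by 6.32 on the log2 scale (adjusted p = 1.6e-06), followed by *HEC3* and *SPT*, which were chosen after their values were seen. Of 3 genes of petal and stamen identity *AP3* was called higher and *AP1* lower (-1.68, adjusted p = 0.000843), with 2 lower when adjusted over the list alone.

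Of the other genes that the paper names for ovule identity, *AG* changed by -0.72, *STK* by 0.65, *SHP2* by 0.51, *BEL1* by -0.25, *AP2* by -0.26 and *HLL* by 0.17 from stage 9-10 to stage 12, the 4 *SEP* genes by -0.72 to 0.56, and *MP* by -0.63, and none of these was called by limma, all of them with a fold change under 2. On the replicate 2 array of stage 11 the log2 signals of *CUC1* and *WUS* were 10.50 and 10.40, against 10.50 and 9.44 on average at stage 9-10 and at most 9.21 and 8.36 on the other arrays of stage 11.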
